# Alpinetin promotes hair regeneration via activating hair follicle stem cells

**DOI:** 10.1186/s13020-022-00619-2

**Published:** 2022-05-31

**Authors:** Xiaojiao Fan, Jing Chen, Yajun Zhang, Siyi Wang, Wenqian Zhong, Huipu Yuan, Xia Wu, Chaochen Wang, Yixin Zheng, Yuan Wei, Ying Xiao

**Keywords:** Alopecia, Alpinetin, Hair regeneration, Hair follicle stem cell, Wnt signaling

## Abstract

**Background:**

Alopecia affects millions of individuals globally, with hair loss becoming more common among young people.  Various traditional Chinese medicines (TCM) have been used clinically for treating alopecia, however, the effective compounds and underlying mechanism are less known. We sought to investigate the effect of *Alpinetin* (AP), a compound extracted from Fabaceae and Zingiberaceae herbs, in hair regeneration.

**Methods:**

Animal model for hair regeneration was mimicked by depilation in C57BL/6J mice. The mice were then topically treated with 3 mg/ml AP, minoxidil as positive control (PC), or solvent ethanol as vehicle control (VC) on the dorsal skin. Skin color changes which reflected the hair growth stages were monitored and pictured, along with H&E staining and hair shaft length measurement. RNA-seq analysis combined with immunofluorescence staining and qPCR analysis were used for mechanism study. Meanwhile, Gli1^CreERT2^; R26R^tdTomato^ and Lgr5^EGFP−CreERT2^; R26R^tdTomato^ transgenic mice were used to monitor the activation and proliferation of Gli1+ and Lgr5+ HFSCs after treatment. Furthermore, the toxicity of AP was tested in keratinocytes and fibroblasts from both human and mouse skin to assess the safety.

**Results:**

When compared to minoxidil-treated and vehicle-treated control mice, topical application of AP promoted anagen initiation and delayed catagen entry, resulting in a longer anagen phase and hair shaft length. Mechanistically, RNA-seq analysis combined with immunofluorescence staining of Lef1 suggested that Lgr5+ HFSCs in lower bulge were activated by AP via Wnt signaling. Other HFSCs, including K15+, Lef1+, and Gli1+ cells, were also promoted into proliferating upon AP treatment. In addition, AP inhibited cleaved caspase 3-dependent apoptosis at the late anagen stage to postpone regression of hair follicles. More importantly, AP showed no cytotoxicity in keratinocytes and fibroblasts from both human and mouse skin.

**Conclusion:**

This study clarified the effect of AP in promoting hair regeneration by activating HFSCs via Wnt signaling. Our findings may contribute to the development of a new generation of pilatory that is more efficient and less cytotoxic for treating alopecia.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13020-022-00619-2.

## Introduction

Alopecia is one of the most common complaints in dermatology clinics, 85% males and 40% of female worldwide are suffering from hair loss [1]. Although it is not a life-threatening disease, alopecia has significant impact on patient’s self-esteem and overall life quality. Notably, alopecia has become more prevalent and affects people at a younger age. While minoxidil and finasteride, two extensively used clinical interventions, could help prevent hair loss by suppressing male hormones [2], their usage is restricted due to a multitude of adverse side effects. Minoxidil has poor efficiency, thus a long-term use is required to warrant desired therapeutic benefits. It also causes mild postural dizziness and peripheral edema in a small number of patients [3]. Finasteride could trigger adverse effects including a decrease in libido, erectile dysfunction, and ejaculatory dysfunction [4]. Therefore, effective treatments that can promote hair growth with minimal side effects are yet to be identified.

Hair follicles grow in repeated cycles with three phases: the growth phase (anagen), the regression phase (catagen), and the rest phase (telogen). The shape of hair follicles and dermal papilla varies greatly in different hair follicle cycle stages. The dermal papilla of the telogen follicle sitting at the bottom of the hair follicle is the first part to respond to growth signal. When the hair follicle enters the anagen phase, the dermal papilla ascends and is surrounded by proliferating hair matrix cells. In catagen follicle, the dermal papilla becomes smaller again and forms an epithelial chain connected with the bulge [5]. These phases are tightly regulated and closely associated with the activation or quiescence of various hair follicle stem cell (HFSC) populations, such as the Gli1+ cells in the upper bulge and hair germ, the Lgr5+ cells in the lower bulge, the Lef1+ cells in the hair germ (telogen) and dermal papilla (anagen), and the K15+ cells in the outer root sheath (ORS) [6–9]. The activation of HFSCs requires the precise regulation of a variety of signaling pathways. BMP signaling keeps HFSCs in the resting phase during telogen [10]. Several signaling pathways, including the sonic hedgehog (Shh), Wnt/β-catenin, and Notch pathways, are involved in anagen entry, among which the Wnt/β-catenin pathway plays a crucial role not only during the telogen-anagen transition in adults [11], but also in maintaining HFSC stemness [12]. Previous studies have demonstrated that various Wnt ligands (WNT1A, WNT3A, WNT4, WNT7B and WNT10B) could stabilize β-catenin and induce anagen-phase specific gene expression, and therefore promote hair follicle growth and hair shaft elongation [11]. Thus, compounds that can target the Wnt/β-catenin pathway to stimulate HFSCs would be candidates for hair regeneration in treating alopecia.

Clinical studies have shown that prescriptions containing herbs from the Fabaceae (such as *Astragalus membranaceus* Bunge., *Psoralea corylifolia* Linn., and *Glycyrrhiza uralensis* Fisch.) and the Zingiberaceae (such as *Davallia mariesii Moore ex* Bak. and *Salvia miltiorrhiza* Bunge.) have significant therapeutic effects on alopecia [13]. Nevertheless, the pharmacodynamic ingredients in these prescriptions are complex, making it difficult to determine the underlying mechanisms and consequently limit their clinical use. *Alpinetin* (AP) is the main component found in Fabaceae and Zingiberaceae herbs. Studies have shown that AP could possibly target Wnt signaling pathway [14, 15]. However, the effect of AP on hair regeneration hasn’t been checked. In the present study, we sought to investigate the effects of AP in hair regeneration and its underlying mechanism.

## Methods

### General design of experiments

In animal studies, mice were randomly assigned to control or experimental groups whenever possible. When specific strains of mice were used, the mice with indicated genotypes in the same litter were compared. Five mice in each group (n = 5) were used in most of the experiments, otherwise stated. For immunostaining quantification analysis, RNA-seq library preparation, and sequencing, experimenters were blinded to experimental conditions according to experimental designs [16].

### Animals

C57BL/6J mice were purchased from Charles River Laboratories (Jiaxing, China) and Shanghai SLAC Laboratory Animal Co.Ltd (Shanghai, China). Gli1^CreERT2^, Lgr5^EGFP−CreERT2^, R26R^tdTomato^ mice were purchased from the Jackson Laboratory. Gli1^CreERT2^; R26R^tdTomato^ and Lgr5^EGFP−CreERT2^; R26R^tdTomato^ mice were used to monitor the activation and proliferation of Gli1+ and Lgr5+ HFSCs after treatment. Four or six days after depilation, mice (6–7 weeks old) received three i.p. injections of 200 mg/kg Tamoxifen (MACKLIN, Shanghai, China) dissolved in corn oil (MACKLIN) at 1-day intervals. Mice were housed with a 12 h/12 h light/dark cycle at 22 °C, with free access to food and water. Only male mice were used for the experiments. The experimental study was conducted according to the institutional guidelines with approval from the Review Committee of Zhejiang Chinese Medical University.

### Hair cycle synchronization

For hair cycle synchronization, hair on the dorsal skin was manually depilated in 6–7 weeks old mice, when the vast majority of dorsal skin hair follicles were in the telogen phase. Two areas (1.5 cm by 1.5 cm for each, 1 cm apart from each other) on the left and right back skin near the forelimbs of the mice were depilated for each mouse, and the position of depilation areas were the same in  all mice. Mice were shaved with a razor, then the remaining hair shafts were plucked twice with beeswax paper.

### Topical drug treatment and tissue sampling

Mice were divided into three groups (n = 5 mice per group) as vehicle control (VC, treated with ethanol), positive control (PC, treated with Minoxidil), and *Alpinetin* group (AP, treated with *Alpinetin*). 20 µL 65% ethanol (MACKLIN), 5% Minoxidil (Wansheng, H20010714, Linan China) or 3 mg/mL AP (Standard Technology, Shanghai, China) dissolved in 65% ethanol, respectively, were applied topically at 24 h after depilation, mice were treated once a day for each skin areas until sample harvesting. Skin samples were collected at Day 4 (D4), D5, D7, D18, D19, and D22 after depilation from C57BL/6J mice; D4 and D6 from Gli1^CreERT2^; R26R^tdTomato^ mice; and D4 from Lgr5^EGFP−CreERT2^; R26R^tdTomato^ mice. Samples were fixed in 4% paraformaldehyde overnight followed by tissue dehydration and then embedded in OCT (SAKURA, Tokyo, Japan). The embedded skin tissues were frozen and stored at − 80 °C until cryostat sectioning. In C57BL/6J mice, hair shafts were collected from all treated areas at D13 and D17 after depilation to measure the length.

### EdU administration

Single dose of EdU (Beyotime, Nantong, China) that was dissolved in PBS (GENOM, Jiaxing, China) was administered by intraperitoneal injection (50 mg/kg EdU) 4 h before dorsal skin harvesting at D4 and D19 after depilation [17].

### Histology, immunofluorescence, and image analysis

For histology analysis, Hematoxylin and Eosin (H&E) staining were performed according to standard protocols with minor modification: sections were incubated for 5 min in hematoxylin and 30 s in eosin solutions. Image acquisition was performed on a Leica DM4000 microscope. Only follicles with a clear and complete structure were chosen for length analysis. The length of hair follicles was measured by ImageJ.

For immunostaining, the frozen sections were blocked in PBS with 5% Donkey serum or 1% BSA and 0.25% Triton for 1–4 h at room temperature, then incubated with primary antibody at 4 °C overnight and were subsequently incubated with secondary antibodies conjugated with Alexa Fluor 488, 594 or 647 (1:1000, Invitrogen, California, USA). Nuclei were stained with DAPI (Solarbio, Beijing, China). The following primary antibodies were used: P-cadherin antibody (1:1000, AF761, R&D), K15 (1:100, ab52816, Abcam), and Lef1 (1:200, 2230, CST). Image acquisition was performed on a Zeiss microscope. For quantification, 5 sections from each sample were processed and 5 randomly selected areas of each section were quantified in Image J.

### RNA sequencing and analysis

Skin samples at D4 after depilation were collected for total RNA extraction. Dermis tissues with hair follicle were used after removing interfollicular epidermal keratinocytes. Briefly, mRNA was enriched with Oligo-dT magnetic beads followed by reverse transcription, fragmentation and library construction. Sequencing was conducted on NovaSeq 6000 at Novogene (Beijing, China). RNA-seq data were deposited in NCBI’s Gene Expression Omnibus (GEO) with GSE193763.

Raw sequencing reads were cleaned and then aligned to the mouse genome (mm10) by using STAR [18] and raw count matrixes were obtained by feature counts [19]. Then, differential gene expression (DGE) analysis was done by R package DESeq2 [20, 21]. The genes with minimum counts of 3, *p*-value < 0.01 and fold change (FC) > 1.5 were considered as differentially expressed genes. Pathway and process enrichment analysis was carried out with Gene Ontology (GO) Biological Processes, and PaGenBase by using Metascape (http://metascape.org/) [22]. GSEA was performed with gene sets obtained from MSigDB (https://www.gsea-msigdb.org/gsea/msigdb). Chord plots of enriched GO terms were generated in R (v 4.1.2) using GOplot (v 1.0.2).

### Cell culture and treatments

Human keratinocytes (hKC) and fibroblasts (hFB) were isolated from foreskin following circumcision (age between 20 and 30 years) with ethical approval (No. 20191104-13) according to standard procedures [23, 24]. Mouse keratinocytes (mKC) and fibroblasts (mFB) were isolated from neonatal dorsal skin as previously described [25, 26]. hKC were cultivated in EpLife (Gibco, NY, USA) supplemented with EDGS as provided by the manufacturer. mKC were cultivated in Defined Keratinocyte-SFM medium (Gibco). Fibroblasts were cultivated in DMEM (GENOM) supplemented with 10% fetal bovine serum (ExCell bio, Shanghai, China). All cells were cultivated in an incubator with 5% CO_2_ at 37 °C.

### Cell viability assay

Cell viability was measured following the manufactory instruction of TransDetect cell counting kit (TransGen Biotech, Beijing, China). Keratinocytes (KC) and fibroblasts (FB) of both human and mouse were seeded into 96-well at a density of 1 × 10^5^ cells/well and 2 × 10^4^ cells/well, respectively, for 24 h before AP exposure. KCs and FBs were cultured with AP (dissolved in DMSO) for 48 h and 72 h, respectively. Then, the cells were washed, 100 µL of fresh medium containing 10 µL CCK8 reagent was added, and cells were incubated until checked. The absorbance was measured at 450 nm by a MD M5 full-wavelength microplate reader (Molecular Devices, California, USA).

### Statistical analysis

Statistical analysis was performed using Graph Prism 9 (GraphPad Software, San Diego, California, USA). Data were expressed as mean ± SEM. One-way ANOVA followed by *Bonferroni* multiple-test and non-parametric test were used to assess the statistical significance of differences between the groups; *p*-value < 0.05 was considered to be significant [27]. The sample size was calculated by power analysis with *p*-value 0.05, power 0.8 and effect size estimated by pilot data [28].

## Results

### Topical application of AP stimulates hair growth

To check the effect of *Alpinetin* (AP) in promoting hair growth, we closely examined relevant phenotypes after topically applying vehicle control (VC, 65% ethanol treated), positive control (PC, minoxidil treated) or AP on depilated dorsal skin once a day according to experiment design (Fig. 1a). For the skin color of C57BL/6J (C57) mice can indicate the hair follicle cycling stage. As shown in Fig. 1b, skin color change was considerably faster in mice with topical application of AP (D4) compared to the PC- or VC-treated mice (D6). At D8, hair shaft was already observable in AP-treated mice, but not in VC- or PC-treated mice. The skin color of VC- or PC-mice turned white at D18, indicating a transition from anagen to catagen, while that of AP-treated mice did not turn white color until 1 day later (D19).

**Fig. 1:**
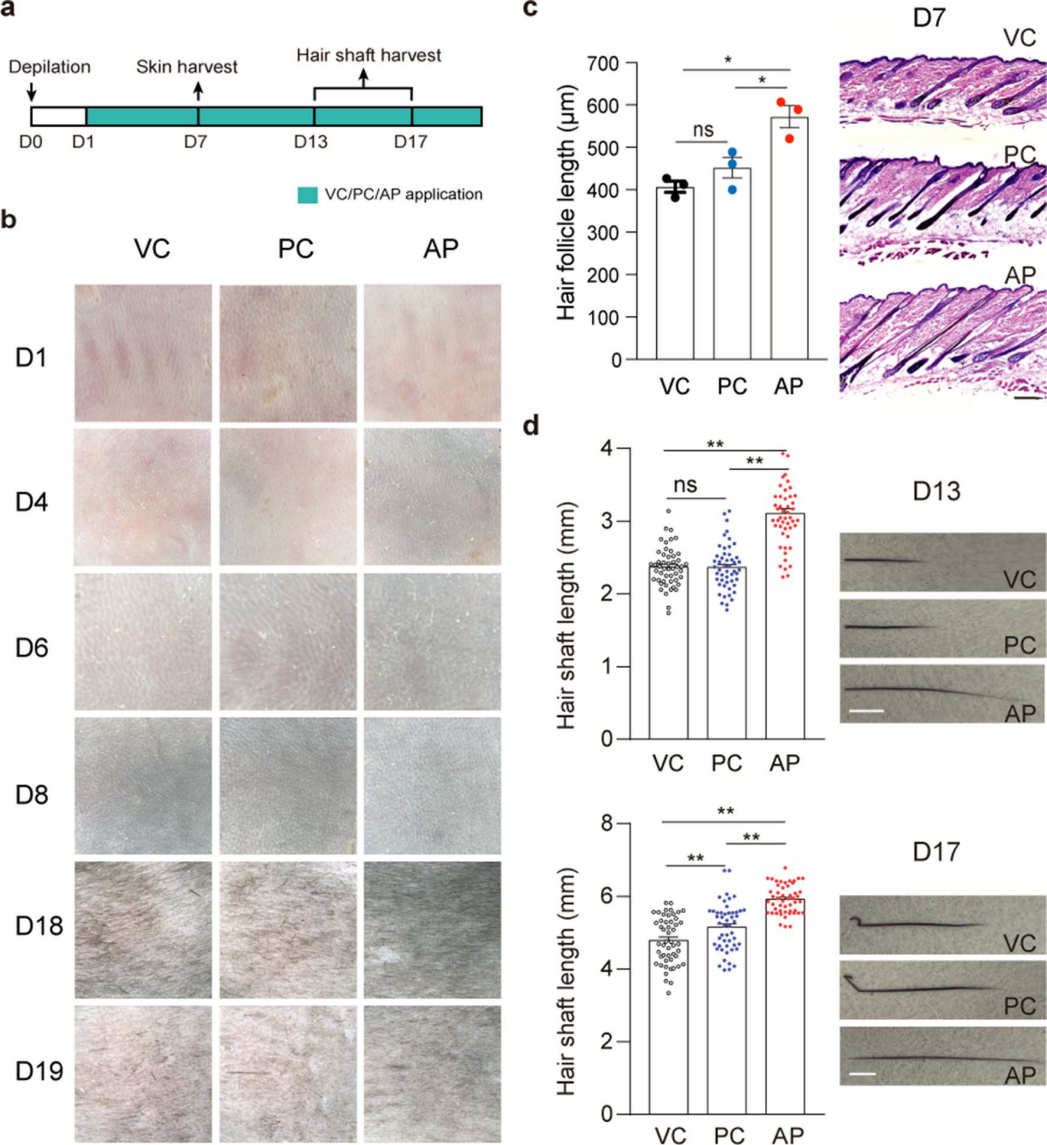
AP promotes hair follicle and hair shaft growth. **a** Experimental scheme of topical drug treatment and sampling. **b** Skin color of depilated skin areas at day 1 to 19 (D1, D4, D6, D8, D18 and D19) after depilation. **c** Hematoxylin and eosin (H&E) staining of VC-, PC- or AP-treated skin at D7 after depilation. Scale bar, 100 μm. Quantitation of hair follicle length. The average hair follicle length of 3 individual animals (n = 3) in each group was presented. The average length was calculated from 4 to 6 hairs in each animal. **d** Hair shafts pulled at D13 (upper panel) and D17 (lower panel) after depilation. Quantitation of hair shaft length (n = 50 hair shafts per group from 5 mice). Scale bar, 1 mm. Data are presented as mean ± SEM. *p < 0.05; **p < 0.01

These data suggested that AP could promote anagen entry and prolong the anagen phase. We next examined whether AP promotes the elongation of hair follicle and shafts. Histological analyses showed AP-treatment significantly increased hair follicle length at D7 (Fig. 1c). The hair shafts at both D13 and D17 in AP-treated mice were significantly longer than those in VC- and PC-treated mice (Fig. 1d). These results indicated that AP could stimulate hair growth in mice.

### AP promotes anagen entry of hair cycle

Compared with hair follicles in the telogen phase, hair follicles in anagen phase grow longer and dermal papilla is surrounded by hair matrix cells (Fig. 2a). Therefore, we categorized the hair follicles based on the morphological features in different hair follicle cycles. Given that AP treatment accelerated skin color change and promoted hair shaft elongation, we further examined the skin biopsy histologically in telogen–anagen transition at D4 after depilation (Fig. 2b). Histological analysis showed that while only 17% and 26% of the hair follicles entered the anagen stage in the VC- and PC-treated mice, respectively, all the hair follicles (100%) in the AP group were in the anagen stage (Fig. 2c, d, Additional files 1, 2: Fig. S1a). Notably, there seemed to be two types of hair follicles in the AP group: one type was straight and longer (Fig. 2d, AP#1); the other type was shorter and had a smaller hair follicle in their proximity, which called club hair. (Fig. 2d, AP#2), indicating AP might activate de novo hair follicle growth. P-cadherin protein is a marker indicating hair follicles entering the anagen phase [29]. Consistently, P-cadherin was barely detected in the hair germ of hair follicles in VC-treated mice and only expressed in ~ 50% of the hair follicles in PC-treated mice, while most cells in the hair germ and the bulge area expressed P-cadherin at D4 after AP application (Fig. 2e, Additional files 1, 2: Fig. S1b). Next, we examined cell proliferation in hair follicles using the EdU-incorporation assay. As expected, EdU+ cells were mainly detected in dermal papilla and hair matrix in all three groups (Fig. 2f). We observed additional EdU+ cells located in the bulge area of hair follicles in AP-treated mice, but not in the club hair of AP-treated skin. Remarkably, the EdU+ cells in AP-treated group were much more than those in the other groups, suggesting that AP could facilitate hair cycle entry by promoting proliferation of hair follicle epithelium cells.

**Fig. 2:**
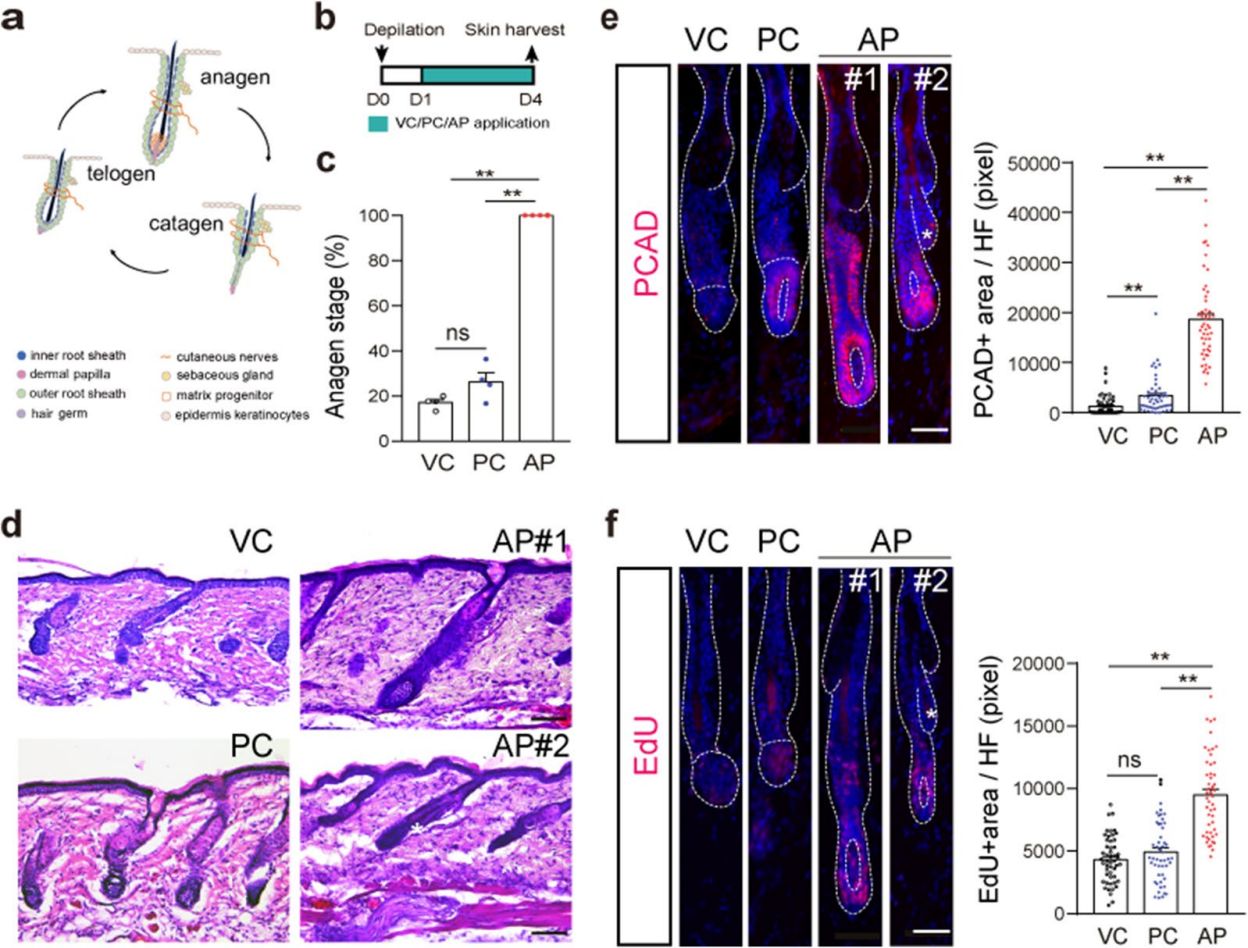
AP drives anagen entry. **a** Hair follicle cycle diagram. **b** Experimental scheme of topical drug treatment and sampling. **c** Quantification for proportion of hair follicles at anagen stage (n = 228 hair follicles from 4 mice per group). Data are presented as mean ± SEM. **p < 0.01. **c** H&E staining of VC-, PC- and AP-treated skin at D4 after depilation (n = 5 mice). Scale bar, 100 μm. Immunofluorescence images for P-cadherin (**e**) and EdU (**f**) staining in hair follicles of VC-, PC-, and AP-treated mice at D4 after depilation (n = 50 hair follicles per group from 5 mice). Scale bars, 50 μm

### AP delays catagen entry by inhibiting cell apoptosis

We further determined whether AP affects anagen–catagen transition (Fig. 3a). As shown in Fig. 2a, compared with the anagen phase, the hair follicle in catagen not only becomes shorter in length, but the dermal papilla also begins to shrink down to the bottom of the hair follicle, while forming an epithelial chain with the bulge, indicating the transition into catagen phase. Histological analyses showed that dermal papilla size reduced in VC- or PC-treated groups at D18 after depilation, indicating hair follicles entering the catagen stage (Fig. 3b, f). On the contrary, all hair follicles following AP treatment remained in the anagen stage at this point. Significantly, most hair follicles in AP-treated mice were still in the late anagen stage at D19. At D22, hair follicles in all the three groups have entered the telogen stage. These results suggested that AP delayed catagen entry as well as shortened catagen duration.

**Fig. 3:**
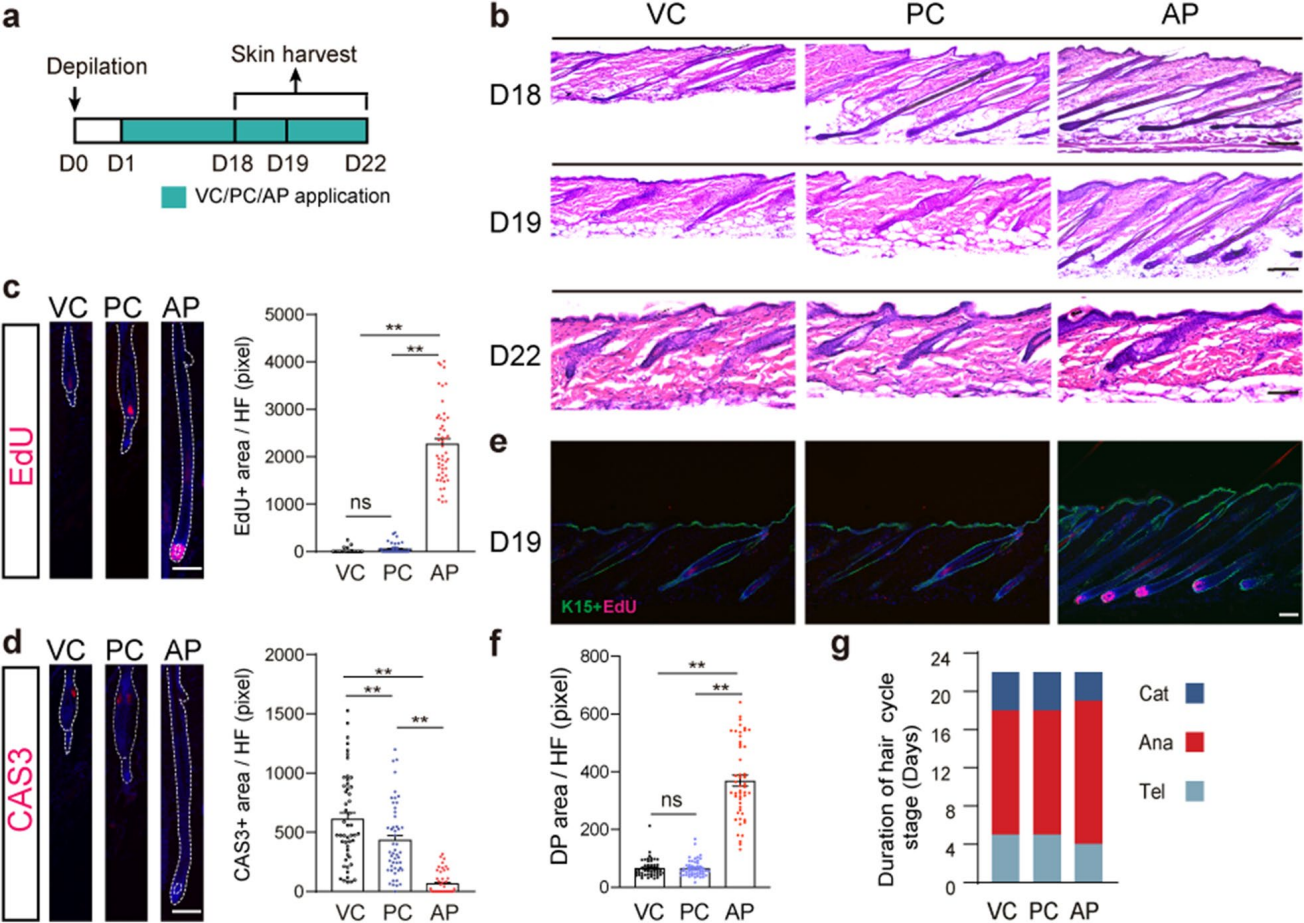
AP delays anagen-catagen transition. **a** Experimental scheme of topical drug treatment and sampling, n = 5 mice per group. **b** H&E staining of VC-, PC- and AP-treated skin at D18, D19, and D22 after depilation. n = 5 mice per group. Scale bars, 100 μm for D18, D19, 50 μm for D22. **c** Immunofluorescence images and quantification of EdU staining within hair follicles of VC-, PC-, and AP-treated mice at D19 after depilation. n = 50 hair follicles per group from 5 mice. Scale bars, 50 μm. **d** Immunofluorescence images and quantification of capspase3 staining within hair follicles of VC-, PC-, and AP-treated mice at D19 after depilation. n = 50 hair follicles per group from 5 mice. Scale bars, 50 μm. **e** Immunofluorescence images of K15 staining in hair follicles of VC-, PC-, and AP-treated mice at D19 after depilation. n = 5 mice per group. Scale bars, 100 μm. **f** Quantification of DP size of VC-, PC-, and AP-treated mice at D19 after depilation. **g** Comparison of the duration of catagen, anagen and telogen phase in VC-, PC- and AP-treated skin, n = 5 mice per group

Since the AP group was in the anagen stage at D19, we wanted to know whether cells in hair follicles were proliferative. Surprisingly, cells in the dermal papilla in the AP group, but not those in the VC or PC-treated groups were incorporating EdU at D19 (Fig. 3c), suggesting AP treatment could sustain cell proliferation. On the contrary, cleaved caspase 3, a marker for apoptosis, was expressed in the bulge in the VC or PC-treated groups but was not detected in the AP group at D19 (Fig. 3d), indicating AP hadn’t get into catagen entry. Most hair follicles have entered catagen in VC or PC-treated groups, as the hair follicle retracts, the dermal papilla was pulled upward towards the permanent portion of the hair follicle where stem cells reside. K15+ HFSCs in both hair germ and bulge appear quiescent, no EdU staining was observed in VC group, few staining was observed in PC group, while all hair bulb appeared EdU+ in AP group (Fig. 3e). Taken together, these data showed that AP stimulated hair follicle entering anagen earlier and delayed catagen entry (Fig. 3g).

### AP activates hair follicle stem cells

We have shown that AP could extend the anagen stage as well as promote hair follicle cell proliferation and wondered if AP could affect hair follicle stem cells (HFSCs). At D4 after treatment, there were more Lef1+ stem cells in the dermal papilla and K15+ stem cells in the ORS in the AP-treated group compared with the VC- or PC-treated groups, as well as for EdU+ proliferating cells (Fig. 4a). Lgr5+ HFSCs are the pioneer stem cell population that are triggered at the onset of anagen [30]. By using Lgr5^EGFP−CreERT2^; R26R^tdTomato^ transgenic mice, Lgr5+ HFSCs were labeled 8 days before depilation. Lgr5-EGFP+tdtomato+ cells are HFSCs or progenies that express Lgr5, while Lgr5-EGFP−tdtomato+ cells are hair follicle cells that derived from Lgr5-EGFP+tdtomato+ stem cells, however, not expressing Lgr5 anymore as they become transitional amplification cells, participating in the rapid proliferation of hair follicle in the anagen phase [31]. At D4 after depilation, Lgr5+ (EGFP+; Tomato+) cells were detected in the lower bulge and hair germ of telogen hair follicle in the VC-treated group. In the AP treatment group, Lgr5 + (EGFP + ; Tomato +) cells were present in the expanding bulge, and a small number of transitional amplification cells (EGFP−; Tomato+) derived from Lgr5+ cells were observed in ORS (Fig. 4b). These results indicate that AP promotes the proliferation of Lgr5+ HFSCs (EGFP+; Tomato+) and progenies. Similarly, Gli1^creERT2^; R26R^tdTomato^ transgenic mice is used to label Gli1+ HFSCs, another marker of HFSCs identified previously [9]. Gli1+ stem cells or progenies were rarely detected in follicles following VC treatment, whereas significant amount of Gli1+ stem cells/progenies (tomato+) were detected in the inner root sheath (IRS) from the upper bulge to the matrix after 6-day AP treatment (Additional files 1, 3: Fig. S2). Fewer hair follicles containing Tomato+ cells were detected in VC group either at D4 or D6 post depilation (Additional file 3: Fig. S2). These results indicated that AP could efficiently stimulate different stem cell populations in hair follicles.

**Fig. 4:**
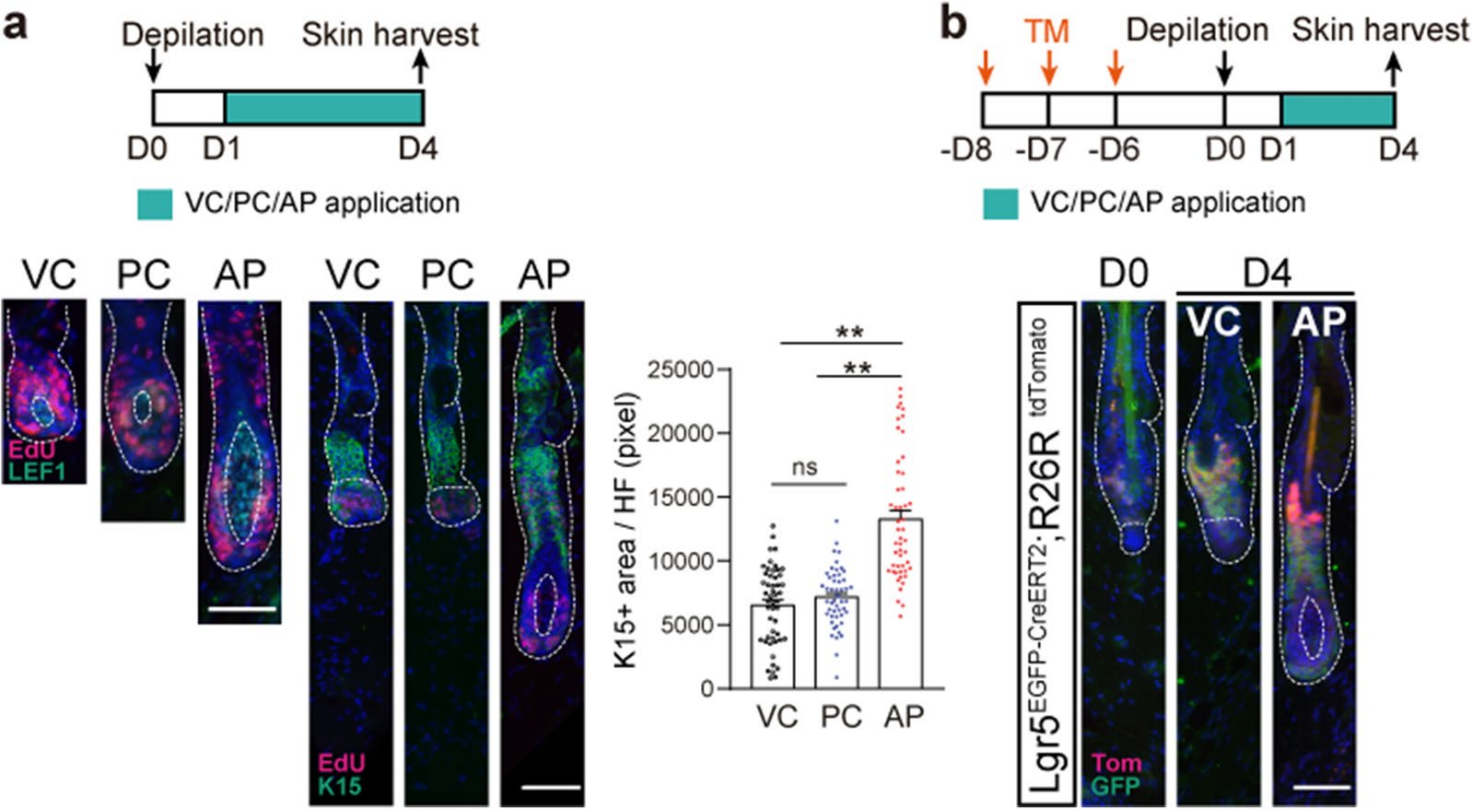
AP stimulates Lgr5+ HFSC at the onset of anagen. **a** Upper panel: experimental scheme of topical drug treatment and sampling. Lower panel: immunofluorescence images for dual-staining of EdU and Lef1, dual-staining of EdU and K15 in hair follicles of VC-, PC-, and AP-treated mice at D4 after depilation. Quantification of K15 staining in hair follicles (n = 50 hair follicles per group from 5 mice). **b** Upper panel: experimental scheme of topical drug treatment and sampling. Lower panel: lineage tracing of Lgr5+ HFSCs by using *Lgr5*^*EGFP−CreERT2*^; *R26R*^*tdTomato*^ mice at D4 after depilation, dual-staining of Tomato and GFP, n = 3 mice per group. Scale bars, 50 μm

### AP functions through Wnt signaling

To explore the underlying molecular mechanism, by using RNA-seq we investigated the transcriptional changes in skin induced by AP treatment. 

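Dermis with hair follicles was taken from the dorsal skin of 4 mice treated with AP and 4 mice treated with vehicle (VC) at D4 after depilation, once interfollicular epidermal keratinocytes had been removed. AP was applied topically at 3 mg/ml in 20 µl of 65% ethanol, and VC mice received 20 µl of 65% ethanol. The authors enriched mRNA with oligo-dT beads, aligned the sequenced reads to the mouse genome (mm10) with STAR and counted them per gene with featureCounts. The deposited values are these counts divided by 1 size factor per library, as DESeq2 computes it, for 18770 genes listed by Ensembl identifier. All 150160 values were whole multiples of a single step in each library, so the number of reads behind each value could be recovered. Libraries are named VC.1 to VC.4 and AP.1 to AP.4 as in Fig. 5f, and the labels of the individual mice are numbered differently, so no library was tied to 1 mouse. Between 6454563 and 7264151 reads per library were counted on genes in the VC group (median 6656721), and between 8507783 and 11190113 in the AP group (median 9858645). The 13 mitochondrially encoded genes took 48.4% ± 5.81 (SD, n = 4) of the reads in the VC group and 8.66% ± 2.63 (SD, n = 4) in the AP group (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). In VC.1 this share was 54.3%, with a 95% Wilson interval from 54.28% to 54.35%. Such intervals and the limits below cover counting error only, since reads without molecular identifiers are not independent molecules. Without these genes, the median was 3534619.5 reads in the VC group and 8974689.5 in the AP group. At least 1 read was counted on 15172 to 17417 genes per library in the VC group and on 17745 to 18049 in the AP group. A floor of 3 reads corresponded to between 4.10 and 5.63 normalized counts in the VC libraries and between 1.49 and 2.18 in the AP libraries. Normalized counts were compared as log2(value + 1), that is with a pseudocount of 1, and all log2 fold changes are AP over VC on this scale. limma's moderated test with an intensity trend was applied to the 15964 genes with at least 3 normalized counts in at least 4 of the 8 libraries, with Benjamini-Hochberg adjustment. On the first principal component, which held 42.3% of the variance, the VC libraries lay between -124 and -16.3 and the AP libraries between 25.4 and 65.4.

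**Figure D1:**
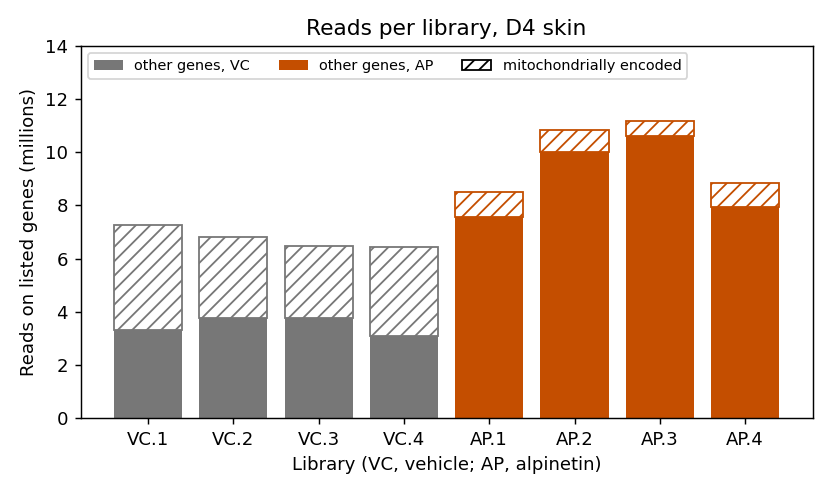
Reads counted on the listed genes in each library (y axis), split into mitochondrially encoded genes (hatched) and all other genes (filled), in the VC and AP groups (x axis). The VC libraries have 6454563 to 7264151 reads, of which 42.1% to 54.3% are mitochondrial, and the AP libraries 8507783 to 11190113 reads, of which 5.32% to 11.1% are mitochondrial.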

Compared to the VC group, there were 1017 up-regulated and 550 down-regulated genes identified in the AP group (Fig. 5a). 

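By the criteria of the paper's methods (an unadjusted p under 0.01 and a fold change over 1.5), 1319 of the 15964 genes tested were higher in the AP group and 850 were lower. With an adjusted p under 0.05, 1011 genes were higher and 639 were lower, so that 61.3% of these genes were higher in the AP group. In 3064 genes (19.2% of those tested) the ranges of the AP and VC libraries did not overlap, where chance alone gives 2.86%. Of the alternatives, scaling by total counts only moved these numbers most, to 6915 higher and 35 lower genes by the methods' criteria, and shifted the median log2 fold change of all genes by 0.86. With upper-quartile factors, 49.9% of the genes with an adjusted p under 0.05 were higher. Without AP.3, 211 genes were higher and 96 were lower at an adjusted p under 0.05. Among the genes with an adjusted p under 0.05, a mean of at least 50 normalized counts and groups that did not overlap, Krt6b rose most (ENSMUSG00000023041, a keratin gene on chromosome 15 of mm10 from 101676023 to 101680287). It had 58.0 ± 81.2 normalized counts in the VC group and 4362 ± 3698 in the AP group (SD, n = 4 each), a log2 fold change of 7.03 (SE 1.42, adjusted p = 0.0167 from limma). Its adjusted p was 0.0708 with voom, 0.0550 without AP.3 and 0.0520 without AP.4. It was followed by Gm11940, an antisense transcript on chromosome 11 from 99387340 to 99387897 (5.25, SE 0.62). Gm11940 lies within the span of Krt10, which also rose, and whether reads from Krt10 were counted on it was not tested. Next came Alox12b (4.86, SE 1.06), Hrnr (4.41, SE 0.76) and Gm43240 (4.41, SE 0.88). The adjusted p of Alox12b was above 0.05 with DESeq2 (3.61, adjusted p = 0.0632), voom (0.0552, or 0.0530 with sample weights) and without AP.3 (0.0710) or AP.4 (0.0645). That of Hrnr was 0.153 with voom and 0.128 with sample weights, and that of Gm43240 was 0.0553 and 0.0518, and 0.0576 without AP.3 and 0.0528 without AP.4. The largest decreases were those of Gm10800 (-4.84, SE 0.85), of Gm47283 on chromosome Y (-3.50, SE 0.43) and of the mitochondrially encoded mt-Nd4l (-3.64, SE 0.34), mt-Nd2 (-3.54, SE 0.69) and mt-Nd5 (-3.52, SE 0.68). Without AP.2 or AP.3 the adjusted p of mt-Nd2 was 0.0594 or 0.0623 and that of mt-Nd5 0.0581 or 0.0586. Of the 50-base words of mt-Nd4l, 98.8% also occur in Gm10222 on chromosome 1. Fos, the immediate early gene on chromosome 12 from 85473890 to 85477273 (ENSMUSG00000021250), had 335 ± 90.8 normalized counts in the VC group and 1954 ± 351 in the AP group (SD, n = 4 each), a log2 fold change of 2.56 (SE 0.20, adjusted p = 6.34e-04).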

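The GO terms of the authors' enrichment analysis were not used here, and lists of genes written before the data were examined were compared between the groups. The 30 lists were tested with camera, limma's competitive gene set test, at a preset inter-gene correlation of 0.01, and p-values were adjusted over the 30 lists. By camera, 15 lists had an adjusted p under 0.05. With fry, a test that keeps the correlation between genes, 9 lists did, and with the correlation estimated per list none did, while 5 lists had an unadjusted p under 0.05. The 38 keratin genes tested, Krt6b among them, had a median log2 fold change of 1.59 (camera adjusted p = 1.32e-06, fry adjusted p = 0.0354), with 34 above 0. Of these, 9 were higher at an adjusted p under 0.05 over all genes, and 17 when adjusted over the list alone. For 17 genes of the anagen matrix and hair shaft, such as Shh, Msx2, Foxn1 and Hoxc13, the median was 0.41 (camera adjusted p = 0.268), with 10 above 0 and 7 below. Without AP.1 this median was 0.70, with an adjusted p of 0.0241, and it was 0.11 without VC.4 and 0.21 without AP.3. For 12 genes of hair follicle stem cells, such as Lgr5, Gli1, Krt15, Cd34 and Sox9, the median was 0.25 (camera adjusted p = 0.659), and 2 were higher, both over all genes and when adjusted over the list alone. This median was 0.02 without VC.4, 0.11 without AP.1 and 0.12 without AP.3. Of the 2 genes, Itga6 was also chosen by the study on these samples. For 17 genes of proliferation, such as Mki67 and Top2a, the median was 0.07 (camera adjusted p = 0.727), and none had an adjusted p under 0.05, while 3 had an unadjusted p under 0.05. This median was -0.03 without VC.4 and -0.05 without AP.4.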

Enrichment analysis showed that the significantly up-regulated genes in the AP group were enriched for Gene Ontology (GO) terms including tissue morphogenesis, positive regulation of cell migration, skin development and hair cycle, as well as the Wnt signaling pathway (Fig. 5b). In-depth GO analysis revealed potential key regulators which significantly contributed to the enhanced Wnt signaling pathway and hair regeneration. For instance, Egr1, Wnt11 and Hmga2 are important genes involved in Wnt signaling pathway, whose expression are both upregulated over twofold. 

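Egr1 (ENSMUSG00000038418) encodes a transcription factor and lies on chromosome 18 of mm10 from 34859823 to 34864984. It had 385 ± 112 normalized counts in the VC group and 1383 ± 328 in the AP group (SD, n = 4 each), a log2 fold change of 1.86 (SE 0.23, adjusted p = 0.00297 from limma). All 4 AP libraries lay above all 4 VC libraries (two-sided exact permutation test, p = 0.0286). With each library left out in turn, the log2 fold change stayed between 1.71 and 2.02. Egr1 is also 1 of the 18 immediate early genes tested, which rose together with a median log2 fold change of 1.34. For that list, tissue handling could not be told apart from the treatment, so the rise of Egr1 is not specific to Wnt signaling. Wnt11 (ENSMUSG00000015957) encodes a Wnt ligand and lies on chromosome 7 from 98835112 to 98855195. It had 47.3 ± 12.6 normalized counts in the VC group and 109 ± 34.7 in the AP group (SD, n = 4 each), a log2 fold change of 1.18 (SE 0.32, adjusted p = 0.0386). Again the libraries of the groups did not overlap. Over its alternatives the adjusted p of Wnt11 ranged from 0.00103 to 0.134, and it was under 0.05 in 2 of the 8 fits that left out a library. With the trend of the fold changes on transcript length removed, the log2 fold change of Wnt11 was 1.11 and the adjusted p 0.0581. Hmga2 (ENSMUSG00000056758) encodes a chromatin protein and lies on chromosome 10 from 120361275 to 120476469. It had between 1 and 7 reads in the VC libraries and between 8 and 130 in the AP libraries. Its log2 fold change was 2.21 (SE 0.79, adjusted p = 0.0877), and the libraries overlapped (exact permutation test, p = 0.0571). Its adjusted p ranged from 0.00794 to 0.243 over the alternatives and was 0.0132 with DESeq2 on the recovered reads. Without AP.1, whose 8 reads were the fewest of the AP group, the log2 fold change of Hmga2 was 2.87 and its adjusted p 0.0288.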

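Itga6 (ENSMUSG00000027111), which encodes an integrin subunit of basal keratinocytes, lies on chromosome 2 of mm10 from 71745616 to 71858416. It had 488 ± 203 normalized counts in the VC group and 1805 ± 604 in the AP group (SD, n = 4 each), a log2 fold change of 1.92 (SE 0.31, adjusted p = 0.00896 from limma). Every AP library exceeded every VC library, and in all 8 fits that left out a library the adjusted p stayed under 0.05. Csf1 (ENSMUSG00000014599), which encodes a macrophage growth factor, lies on chromosome 3 from 107741048 to 107760469. It had 106 ± 64.7 normalized counts in the VC group and 290 ± 120 in the AP group (SD, n = 4 each), a log2 fold change of 1.56 (SE 0.45, adjusted p = 0.0482). Its groups overlapped (exact permutation test, p = 0.0571), and only 1 of the 8 fits that left out a library gave Csf1 an adjusted p under 0.05. Without VC.1 its log2 fold change was 1.14 with an adjusted p of 0.0901, and over all alternatives the adjusted p ranged from 0.00301 to 0.121. Fgf20 (ENSMUSG00000031603), which encodes a fibroblast growth factor, lies on chromosome 8 from 40279166 to 40308331. No read was counted on Fgf20 in the 4 VC libraries, and between 5 and 10 reads were counted in the AP libraries, with a mean of 4.77 normalized counts. Every AP library exceeded every VC library (exact permutation test, p = 0.0286). Taken together, 3 reads over the 4 VC libraries correspond to 1.20 normalized counts, so the AP mean was at least 3.96-fold higher, a bound that covers counting error only. The adjusted p of Fgf20 was 0.0557 from limma, and over all alternatives it ranged from 0.00230 to 0.0780.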

Meanwhile, the AP-induced upregulation of Fgf20, Itga6 and Csf1 may be the significant regulators promoting hair regeneration and cycle (Fig. 5c). Tissue-specific marker gene enrichment analysis also showed that a list of epidermis-specific genes are upregulated after AP treatment, in line with the morphological findings that AP treatment facilitates hair follicle proliferation (Fig. 5d).

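Among the lists was 1 of 22 genes of the suprabasal interfollicular epidermis, such as Krt1, Krt10, Lor, Ivl and Flg, of which 2 (Krt10 and Krt77) are also shown in Fig. 5f. The list's median log2 fold change was 2.83 (camera adjusted p = 2.39e-13, fry adjusted p = 0.0272), all 22 genes were above 0, and no other split of the libraries gave as large a median (exact permutation test over 35 splits, p = 0.0286). At an adjusted p under 0.05, 15 genes were higher over all genes tested and 19 when adjusted over the list alone. The mean log2 level of the list was 6.47, 6.59, 6.88 and 5.81 in VC.1 to VC.4, and 8.78, 7.57, 10.23 and 10.24 in AP.1 to AP.4. Krt1 (ENSMUSG00000046834, chromosome 15 of mm10 from 101845426 to 101850794) had 2101 ± 1328 normalized counts in the VC group and 24602 ± 18354 in the AP group (SD, n = 4 each), a log2 fold change of 3.46 (SE 0.54, adjusted p = 0.00843 from limma). Ivl (ENSMUSG00000049128, chromosome 3 from 92570902 to 92573735) had a log2 fold change of 2.89 (SE 0.52, adjusted p = 0.0113). Lor (ENSMUSG00000043165, chromosome 3 from 92080271 to 92083142) had a log2 fold change of 3.00 (SE 0.80, adjusted p = 0.0386), with an AP library inside the range of the VC libraries. Its adjusted p was under 0.05 in only 1 of the 8 fits that left out a library and ranged from 3.66e-04 to 0.111 over the alternatives.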

**Fig. 5:**
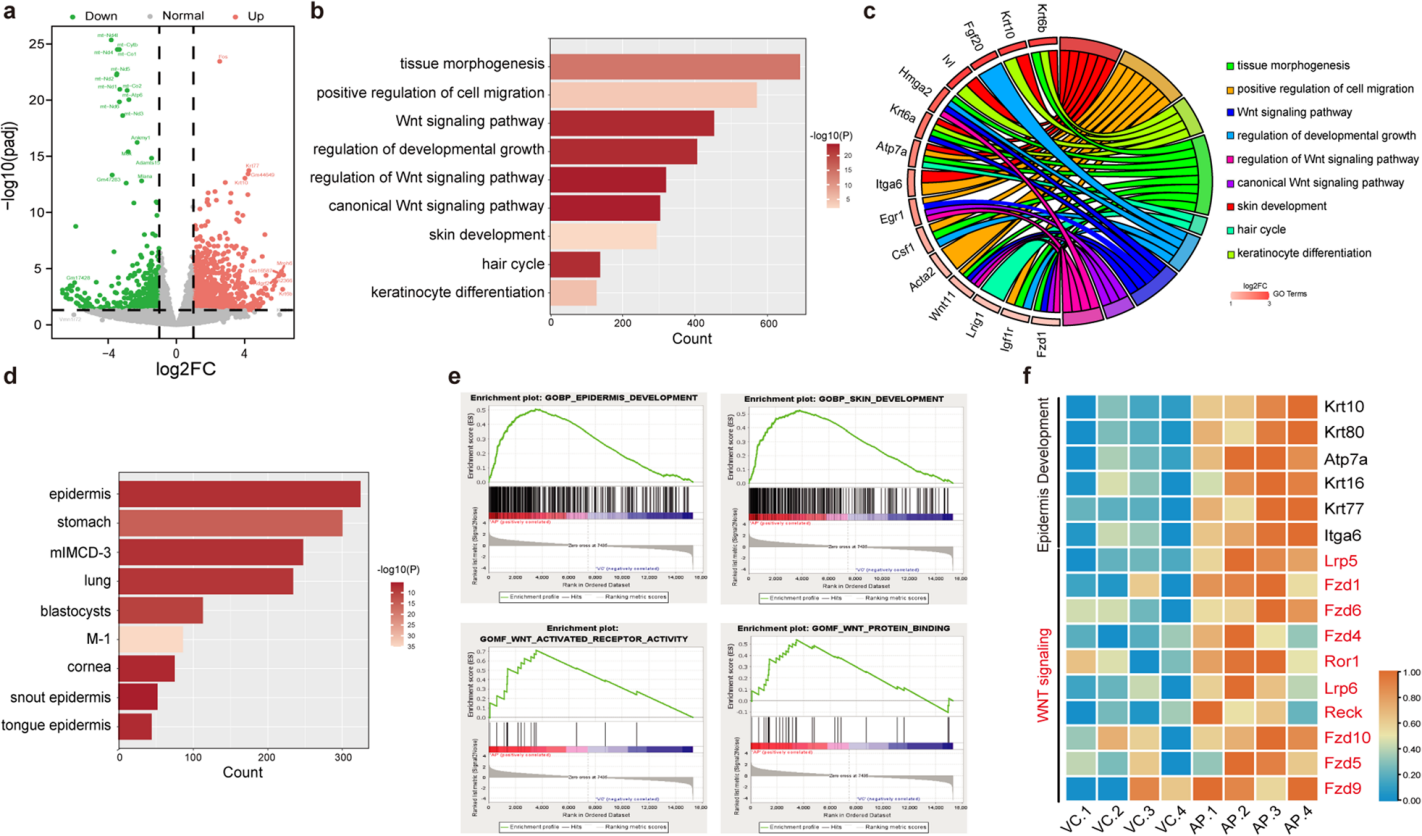
RNAseq analysis reveals the molecular mechanism of AP-treated skin. **a** Volcano plot of the differentially expressed genes between AP and VC-treated groups (FC > 1, *p* < 0.01). **b** Highly enriched Gene ontology (GO) analysis of up-regulated genes in AP group. **c** GO Chord plot showing the expression spectrum of significantly upregulated gene in the Go terms. Genes are selected according to the log_2_FC, and they are linked to their assigned term via colored ribbons. **d** Summary of histospecific gene enrichment analysis in PaGenBase. **e** Gene set enrichment analysis (GSEA) between AP and VC-treated groups. **f** Heat map of genes that are significantly up-regulated in epidermis development and Wnt signaling pathways, n = 4 mice per group

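Genes of other keratinocyte states were tested in the same way. For 11 genes of basal keratinocytes, the median log2 fold change was 1.07 (camera adjusted p = 5.20e-05, fry adjusted p = 0.0775), and all 11 were above 0. At an adjusted p under 0.05, 6 of them were higher over all genes tested and 8 when adjusted over the list alone. Krt5 (ENSMUSG00000061527) and Krt14 (ENSMUSG00000045545), the keratins of the basal layer, had log2 fold changes of 0.94 (SE 0.47, adjusted p = 0.196) and 1.02 (SE 0.53, adjusted p = 0.212), and an adjusted p under 0.05 only with total counts (0.00753 and 0.0115). For 12 genes of wound keratinocytes, the median was 1.96 (camera adjusted p = 2.67e-05, fry adjusted p = 0.0504), 6 were higher over all genes tested and 7 when adjusted over the list alone. Among them, Krt6a (ENSMUSG00000058354, chromosome 15 of mm10 from 101689910 to 101694307) had 1149 ± 657 normalized counts in the VC group and 5961 ± 3872 in the AP group (SD, n = 4 each), a log2 fold change of 2.10 (SE 0.64, adjusted p = 0.0556). The adjusted p of Krt6a was under 0.05 in 9 of 28 alternatives, among them DESeq2 (0.0112), edgeR (0.0298), voom with sample weights (0.0410) and the fit without AP.1 (2.84, adjusted p = 0.00229), and it was 0.153 without AP.3. For 10 genes of the sebaceous gland, the median was 0.01 (camera adjusted p = 0.826), and the sign of this median changed in 7 of 17 alternatives.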

GSEA analysis revealed that the gene sets of skin development and epidermis development were clearly enriched in the AP-treated group, which was consistent with GO analysis (Fig. 5e). In addition, the set of genes associated with Wnt signaling pathway were also enriched in AP-treated group. Specifically, genes related to epidermal development (*Krt10*, *Krt80*, *Atp7a*, *Krt16*, *Krt77*, *Itga6*) and Wnt signaling pathway (*Fzd1*, *Apcdd1*, *Fzd6*, *Sfrp1*, *Fzd4*, *Ror1*, *Lrp6*, *Lrp5*, *Reck*, *Fzd10*, *Fzd5*, *Fzd9*) were up-regulated in the AP group (Fig. 5f). 

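Wnt genes were divided into lists of receptors, ligands, inhibitors and target genes. The 19 receptors and co-receptors (the Frizzled, Lrp5, Lrp6, Ror, Ryk, Ptk7 and Lgr genes) had a median log2 fold change of 0.85 (camera adjusted p = 9.35e-04, fry adjusted p = 0.0354), and 17 were above 0. No other of the 35 splits of the libraries gave as large a median (exact permutation test, p = 0.0286). At an adjusted p under 0.05, 3 receptors were higher over all genes tested (Fzd1, Fzd4 and Lrp5) and 7 when adjusted over the list alone. Of the 19 genes, 9 are also shown in Fig. 5f. The receptors' longest transcripts had a median length of 4793 nt, and fold changes in these libraries rose with transcript length. Spearman's rho was 0.24 across all 15962 tested genes with a length and 0.40 across 11255 of them, and genes are not independent replicates. With this trend removed, an alternative chosen after seeing the data, the median of the receptors was 0.53 (camera adjusted p = 0.0220, fry adjusted p = 0.113). As large a median then came from 1 of the 35 splits, the real one (exact permutation test, p = 0.0286). For 15 Wnt ligands the median was 0.66 (camera adjusted p = 0.365), with 9 above 0 and 6 below, and it was -0.02 over the ligands with at least 10 normalized counts in every library. For the ligands, 1 of the 35 splits, the real one, gave as large a median (exact permutation test, p = 0.0286), and 3 of 35, the real one included, with the length trend removed (p = 0.0857). Leaving out each library gave medians from 0.03 (without VC.1) to 0.88 (without VC.3). Over all genes, and also when adjusted over the list alone, 2 ligands were higher. For 11 Wnt inhibitors the median was 0.47 (camera adjusted p = 0.590), with 1 lower over all genes and 2 higher and 1 lower when adjusted over the list alone.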

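Of the 6 genes of epidermal development in Fig. 5f, all had an adjusted p under 0.05, and their median log2 fold change was 2.96 (camera adjusted p = 3.07e-07, fry adjusted p = 0.00612). Krt10 (ENSMUSG00000019761, chromosome 11 of mm10 from 99385254 to 99389364) had 2376 ± 1207 normalized counts in the VC group and 38536 ± 27358 in the AP group (SD, n = 4 each), a log2 fold change of 3.85 (SE 0.50, adjusted p = 0.00367 from limma). Krt77 had a log2 fold change of 3.95 (SE 0.53, adjusted p = 0.00435), Krt80 of 1.73 (SE 0.26, adjusted p = 0.00648) and Atp7a of 2.08 (SE 0.35, adjusted p = 0.00911). Krt16 had a log2 fold change of 4.02 (SE 0.80, adjusted p = 0.0163), its groups overlapped, and its adjusted p was 0.0507 without AP.3 and 0.0503 without AP.4. The 12 Wnt genes had a median log2 fold change of 1.00 (camera adjusted p = 8.46e-06, fry adjusted p = 0.00612), and all 12 were above 0. Over all genes tested, 3 of the 12 had an adjusted p under 0.05, and 11 did when adjusted over the list alone. The study chose both lists on these samples, so the count adjusted over the list alone is not independent evidence. Lrp5 (ENSMUSG00000024913, chromosome 19 from 3584828 to 3686564) had 309 ± 38.4 normalized counts in the VC group and 710 ± 156 in the AP group (SD, n = 4 each), a log2 fold change of 1.18 (SE 0.19, adjusted p = 0.00884), and kept an adjusted p under 0.05 in all 8 fits that left out a library. Fzd1 (ENSMUSG00000044674, chromosome 5 from 4753839 to 4758035) had 358 ± 133 normalized counts in the VC group and 722 ± 155 in the AP group (SD, n = 4 each), a log2 fold change of 1.05 (SE 0.25, adjusted p = 0.0258). Its groups overlapped (exact permutation test, p = 0.0571), and its adjusted p was under 0.05 in 3 of the 8 fits that left out a library. For Fzd1 the adjusted p ranged from 0.00109 to 0.0876 over the alternatives. Fzd4 (ENSMUSG00000049791) had a log2 fold change of 0.99 (SE 0.28, adjusted p = 0.0483), which was 0.62 with an adjusted p of 0.184 once the length trend was removed. Only 1 of the fits that left out a library gave Fzd4 an adjusted p under 0.05. The other 9 genes had log2 fold changes from 0.62 for Sfrp1 to 1.71 for Fzd9 and adjusted p-values from 0.0508 for Apcdd1 to 0.210 for Fzd9. With DESeq2 on the recovered reads, Apcdd1 (0.0224), Fzd6 (0.0192), Sfrp1 (0.0407), Ror1 (0.0423), Lrp6 (0.0351) and Reck (0.0447) had an adjusted p under 0.05, and Fzd10 (0.0782), Fzd5 (0.0835) and Fzd9 (0.361) did not. With the length trend removed, the median of the 12 genes was 0.67 (camera adjusted p = 1.65e-04). Lrp5 was then at 0.72 (adjusted p = 0.0264), Fzd1 at 0.89 (0.0463), Apcdd1 at 0.16 (0.595), Lrp6 at 0.15 (0.575), Sfrp1 at 0.45 (0.156) and Reck at 0.62 (0.208), and no gene of the other 9 had an adjusted p under 0.05. With the trend on the median transcript length removed, Fzd1 was at 0.67 (adjusted p = 0.0696), Sfrp1 at 0.24 (0.399) and Reck at 0.43 (0.374), and Fzd6 had an adjusted p of 0.0498. Fzd9 had between 0 and 6 reads in the VC libraries and between 6 and 15 in the AP libraries.

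**Figure D2:**
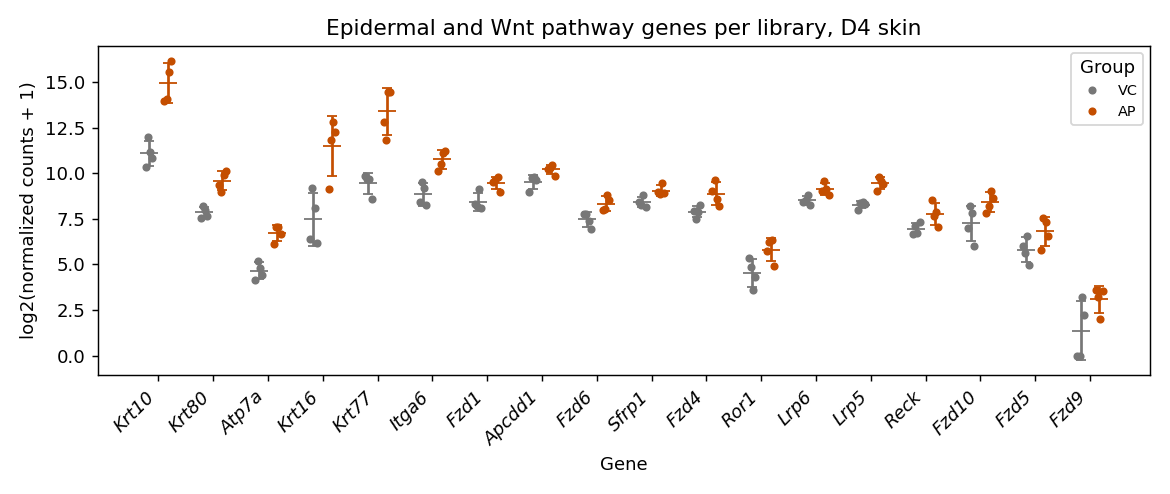
Log2(normalized counts + 1) of the 18 genes (x axis) in each VC and AP library (points), with the group mean (horizontal mark) and SD (error bars, n = 4). The groups do not overlap for Krt10, Krt80, Atp7a, Krt77, Itga6, Apcdd1, Fzd6, Sfrp1 and Lrp5, and overlap for the other 9 genes.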

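Lef1 (ENSMUSG00000027985) lies on chromosome 3 of mm10 from 131110471 to 131224356, on the plus strand. In the sequenced libraries it had 305 ± 111 normalized counts in the VC group and 199 ± 97.6 in the AP group (SD, n = 4 each), from 96 to 326 reads per VC library and 163 to 680 per AP library. Its log2 fold change was -0.65 (SE 0.34, adjusted p = 0.217 from limma), within the spread between libraries (two-sided exact permutation test, p = 0.229). With each library left out in turn the log2 fold change of Lef1 stayed between -0.95 and -0.44. It was 0.21 only with scaling by total counts, and -0.69 relative to the median of all genes under that scaling. Lgr5 (ENSMUSG00000020140, chromosome 10 from 115450311 to 115587780) had 94.7 ± 38.1 normalized counts in the VC group and 125 ± 23.5 in the AP group (SD, n = 4 each), a log2 fold change of 0.50 (SE 0.35, adjusted p = 0.352). Its adjusted p ranged from 0.0166, with total counts only, to 0.730 over the alternatives, and its log2 fold change was 0.14 without VC.1, the library with the lowest value.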

The expression of *Fzd1* and *Lef1*, the principle receptor and the core transcription factor involved in canonical Wnt pathway, which are important regulators functioned in the induction of primary hair/follicle, were also induced by AP application among the top list and validated by qPCR (Additional files 1, 4: Fig. S3), though not showed in Fig. 5e. These results suggested that AP regulates hair follicle development through the Wnt-Lgr5-Lef1 axis.

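The transcript levels of 13 Wnt target genes, such as Axin2, Nkd1, Nkd2, Ccnd1, Lgr5 and Lef1, had a median log2 fold change of -0.29 (camera adjusted p = 0.223, fry adjusted p = 0.146), with 5 above 0 and 8 below, and the median was 0.54 only with scaling by total counts. Relative to the median of all genes under that scaling it was -0.37. It was -0.14 without VC.4 and -0.16 without AP.2, and 2 of the 35 splits, the real one included, gave as large a median (exact permutation test, p = 0.0571). With the length trend removed the median was -0.18, and 11 of 35 splits, the real one included, gave as large a median (exact permutation test, p = 0.314). Over all genes tested, 2 of the 13 were lower at an adjusted p under 0.05, and when adjusted over the list alone 4 were lower (Nkd1, Nkd2, Twist2 and Ccnd1) and 1 was higher (Myc). The target genes described here, other than Lef1 and Lgr5, were chosen after their values were seen. Nkd1 (ENSMUSG00000031661, chromosome 8 of mm10 from 88521354 to 88594884), a target gene that encodes an antagonist of the pathway, had 217 ± 13.7 normalized counts in the VC group and 130 ± 24.4 in the AP group (SD, n = 4 each), a log2 fold change of -0.75 (SE 0.19, adjusted p = 0.0342 from limma). Its adjusted p was under 0.05 in 2 of the 8 fits that left out a library, and with total counts only its log2 fold change was 0.11, or -0.79 relative to the median of all genes. Nkd2 (ENSMUSG00000021567, chromosome 13 from 73818534 to 73847631) had a log2 fold change of -0.96 (SE 0.19, adjusted p = 0.0151), which was -0.88 with an adjusted p of 0.0508 without AP.4 and -0.10 (0.741) with total counts only. Twist2 (ENSMUSG00000007805) had a log2 fold change of -1.18 (SE 0.35, adjusted p = 0.0532, from 0.00985 to 0.418 over the alternatives) and Myc (ENSMUSG00000022346) of 0.95 (SE 0.32, adjusted p = 0.0730, from 0.00358 to 0.177). Axin2 (ENSMUSG00000000142) had a log2 fold change of 0.17 (SE 0.21, adjusted p = 0.606) and an adjusted p under 0.05 only with total counts (1.04, adjusted p = 0.00883). With each library left out in turn, Axin2 ranged from 0.03 (without AP.3) to 0.28 (without VC.3). Ccnd1 (ENSMUSG00000070348) had a log2 fold change of -0.43 (SE 0.14, adjusted p = 0.0722), and its adjusted p was 0.0302 with DESeq2 and 0.0463 with upper-quartile factors. With total counts only Ccnd1 was at 0.44 (adjusted p = 0.0375), or -0.46 relative to the median of all genes. The paper proposes that AP acts on hair follicle development by way of Wnt signaling, Lgr5 and Lef1. Its evidence from RNA is the enriched Wnt gene sets, the Wnt pathway genes of Fig. 5f and the qPCR of Fzd1 and Lef1. It also draws on Lef1 staining and on the tracing of Lgr5+ cells at D4 (Fig. 4). Those experiments look at cells within follicles and were not analysed here.

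**Figure D3:**
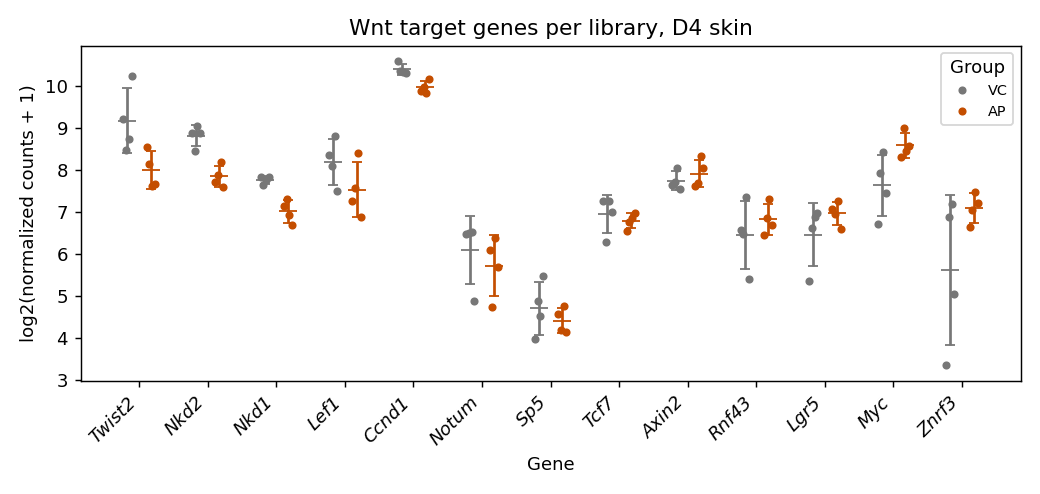
Log2(normalized counts + 1) of the 13 Wnt target genes (x axis, ordered by log2 fold change) in each VC and AP library (points), with the group mean (horizontal mark) and SD (error bars, n = 4). All AP libraries lie below all VC libraries for Nkd1, Nkd2 and Ccnd1, and the groups overlap for the other 10 genes. With scaling by total counts only, the log2 fold changes of Lef1, Nkd1, Ccnd1, Tcf7, Notum and Sp5 change sign.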

### AP exhibits no cytotoxicity in keratinocytes and fibroblasts

While AP showed a promising effect to stimulate hair growth, it is critical to test the toxicity of a potential druggable compound. We did the in vitro pioneer cytotoxicity study for AP in primary cultured keratinocytes and fibroblasts, the two main cell types in skin from both human and mice. To examine the cytotoxicity of AP, we treated primary fibroblasts and keratinocytes obtained from human (Fig. 6a) and mice (Fig. 6b) at a wide range of concentration (0.01 μg/ml, 1 μg/ml, 100 μg/ml). Interestingly, AP increased proliferation of human fibroblasts at the high dose (100 μg/ml) and slightly increased proliferation of mouse fibroblasts. However, AP did not affect cell viability in human keratinocytes at all concentrations and slightly increased mouse keratinocytes proliferation at the high dose (100 μg/ml). These findings suggested that AP exposure had no cytotoxicity in the two main types of skin cells.

**Fig. 6:**
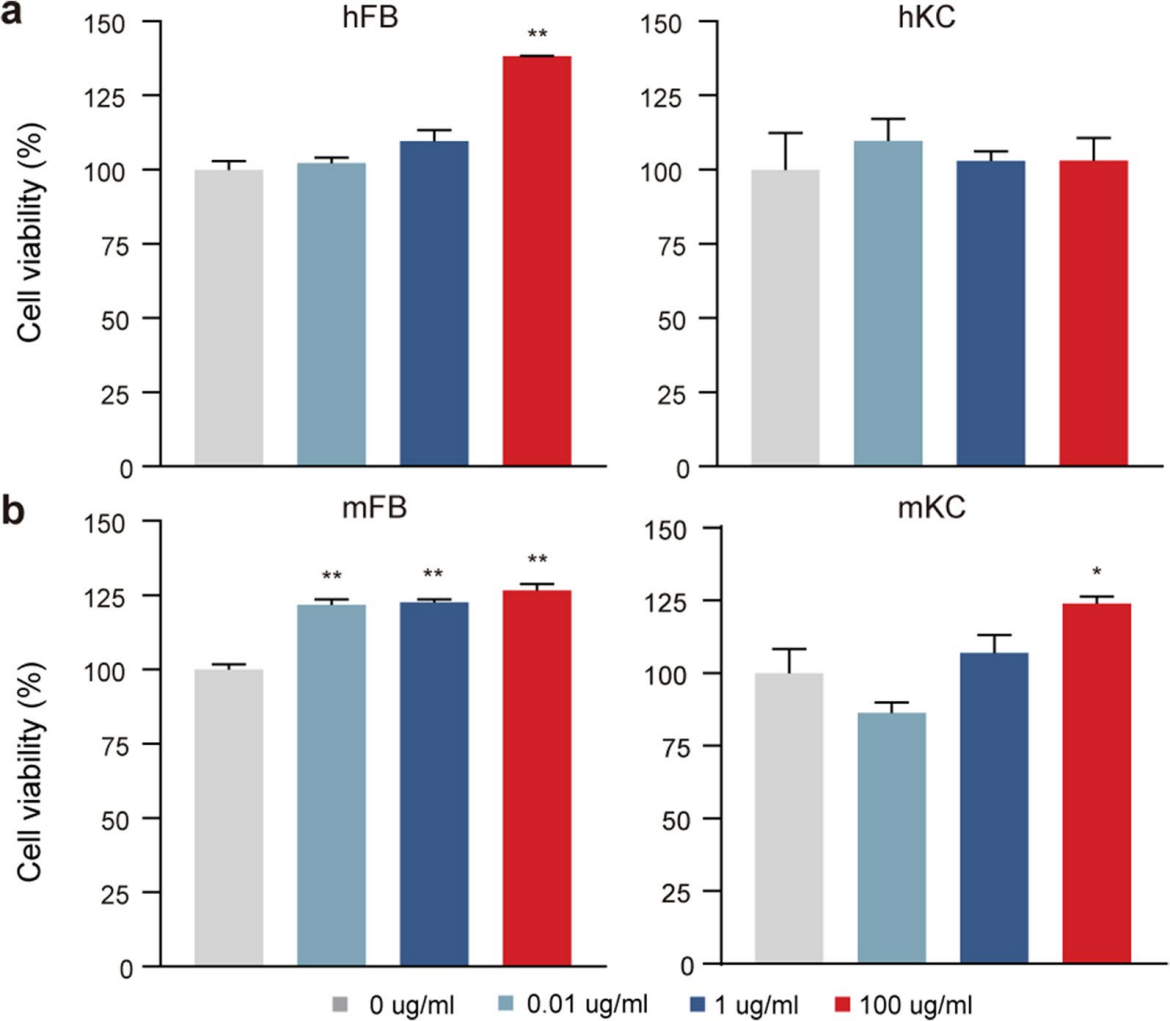
No cytotoxicity of AP is detected in keratinocytes and fibroblasts from human and mice. Keratinocytes and fibroblasts obtained from human foreskin or dorsal skin of neonatal mice were treated with different doses of AP (0.01 μg/ml, 1 μg/ml, 100 μg/ml) for 48 h. **a** Cell viability of human fibroblasts (hFB, left panel) and keratinocytes (hKC, right panel) that treated with different concentrations of AP. **b** Cell viability of mouse fibroblasts (mFB, left panel) and keratinocytes (mKC, right panel) that treated with different concentrations of AP. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, compared to the control group

## Discussion

AP is mainly found in *Zingiberaceae* plants, and it is abundant in cardamom and turmeric that are commonly used in clinical treatment for the multi-effects and low toxicity, which is demonstrated in our toxicological studies as well. *Alpinia katsumadai Hayata*, which is rich in AP ingredients, is a condiment used in daily life, and is classified as medicinal and edible, suggesting its safety as well. The pharmacological effects of AP have so far been mostly anti-inflammatory, including significantly reducing TNF-α, IL-6 and IL-1β expression levels [32]. Other reports have also demonstrated that AP possesses antibacterial, antioxidant, anti-cancer, antithrombotic, antiemetic and analgesic properties, as well as maintaining blood pressure, blood lipid and blood glucose levels [33–35]. Additionality, AP was less polar property compound and belongs to fat soluble ingredients, making it can be easily absorbed by the skin. It is therefore feasible to turn it into shampoo and other forms of commodity for daily use, making it marketable. However, 65% ethanol was used as a solvent to dissolve AP in the present study, which is likely to be irritation to the skin. In the future, a more adaptable solvent will be required for therapeutic treatment or daily use product.

To date, medication and hair transplantation are the two most common treatments for hair loss. Two commonly used medicines include minoxidil and finasteride, both of which yet have drawbacks. As for hair transplantation, hair follicles from other cites of the body are needed, skin lumps and scarring may occur, and only around half of the transplanted hair follicles survive [36]. Moreover, hair transplantation is expensive due to its costly operation procedures. Alopecia treatments with efficiency, safe and lower cost are of the urgent need for clinic. Activation of HFSCs is a challenge yet promising therapeutic strategy for curing hair loss. The most common types of hair loss include androgenetic alopecia (AGA) and alopecia areata (AA), which are non-cicatricial alopecia. They are characterized by damaged hair follicle progenitor cells but a relatively intact pool of HFSCs, which makes hair loss treatable [37]. HFSCs, when activated, can promote hair regeneration. Therefore, finding new compounds like AP to directly activate HFSCs will pave the way for hair loss treatment.

*Lgr5* is identified to be a Wnt target gene in the HFSCs, and Lgr5+ HFSCs are the first HFSC population to respond to hair growth signals [38]. In this study, we confirmed that Lgr5+ HFSCs were activated and proliferated quickly upon AP application. Canonically, Wnt proteins stabilize β-catenin and activate its downstream genes via Frizzled receptors and low-density lipoprotein-related protein (LRP) co-receptors [39]. According to our RNA-seq data, up-regulated genes were enriched in the pathway of Wnt activation in the AP-treated group with high Frizzleds and LRPs expression. There are other pieces of evidence supporting our finding that AP affects HFSC via Wnt signaling. AP is found to be the agonist of peroxisome proliferator-activated receptor G (PPARG), which functions together with β-catenin [40, 41]. Therefore, AP is likely to stimulate Wnt/β-catenin pathway via upregulating its receptors and co-receptors in telogen–anagen transition, thus other compounds targeting these receptors might also promote hair regeneration.

In the current study, we used a depilation model to mimic the process of hair regeneration, plucking was used to induce synchronous cycle of the hair follicles, thus we could clearly monitor the effect of AP in stimulating hair follicle into growth. We did observe that AP had a strong effect in promoting hair regeneration. However, in the future we sought to check for its effect in other animal models that could mimic alopecia in a pathological condition, including dermal injection of a mixture of cells isolated from AA-affected skin and pre-treatment of IFN-γ in C3H/HeJ mice for AA [42], or subcutaneous injection of dihydrotestosterone in C57BL/6J mice for AGA [43]. Because there are inflammation and oxidative stress in both AGA and AA [43–46], as AP can function as an anti-inflammatory agent as well as an antioxidant [47], and evidenced as a HFSCs stimulator in our study, we speculate that it might work efficiently in AGA and AA animal models, though need further experiment to address.

## Conclusion

For the first time we demonstrated that AP, a primary active component in *Alpinia katsumadai Hayata* or *Alpinia japonica (Thunb.) Miq.* plants can promote hair regeneration by stimulating the activation and proliferation of HFSCs via Wnt signaling. Our findings may contribute to the development of a new generation of pilatory that is more efficient and less cytotoxic for treating alopecia.

## Supplementary Information

**Additional file 1.** Additional methods.

**Additional file 2: Figure S1.** AP promotes hair follicle growth.

**Additional file 3: Figure S2.** AP affects Gli1+ HFSC at the onset of anagen.

**Additional file 4: Figure S3.** AP upregulates the expression of Fzd1 and Lef1 mRNA.

## Data Availability

Datasets related to this article can be found at the National Center for Biotechnology Information Gene Expression Omnibus through https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi. The datasets used in the current study are available upon request for research.

## Abbreviations

AP: Alpinetin
VC: Vehicle control
PC: Positive control
HFSC: Hair follicle stem cell
ORS: Outer root sheath
IRS: Inner root sheath
Shh: Sonic hedgehog
H&E: Hematoxylin and Eosin
hKC: Human keratinocytes
hFB: Human fibroblast
mKC: Mouse keratinocytes
mFB: Mouse fibroblast
Lgr5: Leucine-rich repeat-containing G-protein coupled receptor 5
Gli1: Glioma-associated oncogene homolog 1
Fzd1: Frizzled 1
K15: Cytokeratin 15
Lef1: Lymphoid enhancer-binding factor 1
i.p: Intra-peritoneally
PPARG: Peroxisome proliferator-activated receptor gamma

# Supplementary material for: Alpinetin promotes hair regeneration via activating hair follicle stem cells
**Source:** Chin Med. 2022 May 31;17:63. doi: 10.1186/s13020-022-00619-2
**Supplement:** Supplementary file 1 — Additional file 1. Additional methods.

**Additional file 1**

**Additional Methods**

**Quantitative real-time PCR**

The cDNA libraries were synthesized using Evo M-MLV RT Kit with gDNA Clean for qPCR (Accurate Biology, Hunan, China). Quantitative real-time PCR was performed using power SYBR green (YEASEN, Shanghai, China). Ct values were normalized to *Gapdh*. 

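The Ct value is the PCR cycle at which the product passes a set level, so a gene normalized to Gapdh is measured relative to the Gapdh transcript. Gapdh (ENSMUSG00000057666) lies on chromosome 6 of mm10 from 125161715 to 125166467. In the sequenced libraries of skin at D4, Gapdh had 8738 ± 1697 normalized counts in the VC group and 6594 ± 1620 in the AP group (SD, n = 4 each), a log2 fold change of -0.42 (SE 0.23, adjusted p = 0.249 from limma). With scaling by total counts only, the log2 fold change of Gapdh was 0.45, or -0.45 relative to the median of all genes. The Gapdh primers TGGCCTTCCGTGTTCCTAC and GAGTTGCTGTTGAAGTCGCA were searched in the transcripts of GENCODE M21, which is built on the same genome as mm10. Both matched the Gapdh transcript ENSMUST00000118875 with a product of 178 bp, with the forward primer in exon 5 and the reverse primer in exon 6 of 7. Both also matched transcripts of 44 genes in all, Gapdh included. For Fzd1, whose only transcript lies in a single exon, the forward primer as printed, CAAGGTTTACGGGGCTCATGT, had 0 exact matches in the Fzd1 transcript. With 1 G removed it reads CAAGGTTTACGGGCTCATGT, which matched and gives a product of 178 bp on chromosome 5 from 4756510 to 4756687.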

The following primers were used for qRT-PCR:

*Gapdh* sequence-forward (5’-3’) TGGCCTTCCGTGTTCCTAC,

*Gapdh* sequence-reverse (5’-3’) GAGTTGCTGTTGAAGTCGCA;

*Fzd1* sequence-forward (5’-3’) CAAGGTTTACGGGGCTCATGT,

*Fzd1* sequence-reverse (5’-3’) GTAACAGCCGGACAGGAAAA;

*Lef1* sequence-forward (5’-3’) TGGCATCCCTCATCCAGCTATTGT,

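The Lef1 primers TGGCATCCCTCATCCAGCTATTGT and TGAGGCTTCACGTGCATTAGGTCA together matched transcripts of 1 gene, Lef1, in 5 of its 8 annotated transcripts. In the transcript ENSMUST00000029611 they give a product of 87 bp between positions 131193174 and 131194633 of chromosome 3. The forward primer lies in exon 7, and the reverse primer spans the junction of exons 7 and 8 of 12, so that genomic DNA does not give this product.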

*Lef1* sequence-reverse (5’-3’) TGAGGCTTCACGTGCATTAGGTCA.

**Additional Figure Legends**

**Figure S1.** **AP promotes hair follicle growth.** (**a**) Large scaled images of hair follicles at D4. H&E staining of VC-, PC- and AP-treated skin at D4 after depilation. Scale bars, 100 μm. (**b**) Immunofluorescence images for P-cadherin and staining in hair follicles of VC-, PC-, and AP-treated mice at D4 after depilation. Scale bars, 50 μm.

**Figure S2.** **AP affects Gli1+ HFSC at the onset of anagen.** (**a**) Experimental scheme of topical drug treatment and sampling. (**b**) Lineage tracing of Gli1+ HFSCs in *Gli1^CreERT2^; R26R^tdTomato^* mice at D4 and D6 after depilation, and D0 after TM induction but before depilation, respectively.

**Figure S3.** **AP upregulates the expression of Fzd1 and Lef1 mRNA.** RNA samples from the skin of each group were used to validate the expression levels of important factors in *Wnt* signaling pathway, and mRNA expression levels of *Fzd1* and *Lef1* were detected at D4 after depilation in VC and AP groups. Data are shown as mean ± SEM from three independent individuals. * *p* < 0.05, compared to the VC-treated group.

How the deposited data were processed for this re-analysis (not part of the article)

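Messenger RNA was measured in dermis with hair follicles from the dorsal skin of 4 mice treated with alpinetin (AP) and 4 mice treated with vehicle (VC), sampled at D4 after depilation. The authors cleaned the reads, aligned them to the mouse genome (mm10) with STAR, counted them per gene with featureCounts and compared the groups with DESeq2. The deposited table holds 18770 genes, with normalized counts for each of the 8 libraries and the authors' own DESeq2 comparison. The per-library signal values, as deposited by the authors, are read counts divided by 1 DESeq2 size factor per library. The p-value and adjusted p-value columns were computed by the authors with DESeq2, as was the Wald statistic, a score for each gene, before deposition. All 150160 normalized counts were checked to be whole multiples of 1 step per library, so the reads could be recovered. The deposited mean of each gene differed from the mean of the 8 columns by at most 1.88e-04. Every listed gene had reads in at least 3 libraries, so the table had been filtered before deposition. Raw reads were not used. Of the 18770 gene identifiers, 18766 are in GENCODE M21, which was used for coordinates, transcript lengths and primer searches.

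Because the deposited values are normalized counts, the main comparison was limma's linear model with empirical Bayes moderation and an intensity trend on log2(value + 1). It was run in R 4.3.3 with limma 3.58.1 on the genes with at least 3 normalized counts in at least 4 of the 8 libraries. The test planned for read counts, edgeR's quasi-likelihood test with TMM factors (edgeR 4.0.16), was run on the recovered reads as an alternative added after the unit of the values was seen. DESeq2 1.42.0 on the recovered reads was an alternative set beforehand. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Genes were counted by the criteria of the paper's methods (an unadjusted p under 0.01 and a fold change over 1.5) and by an adjusted p under 0.05. Single values were compared with an exact permutation test over the 70 assignments of 4 libraries against 4, whose smallest 2-sided p is 0.0286. Every gene-wise fit was repeated for the 35 splits of the 8 libraries into 4 and 4, and counts of splits include the real one. Values given relative to the median of all genes hardly change with any scaling, so they are no test of it.

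The genes named are those the paper names for the RNA-seq, the qPCR and the stainings, members of the gene lists, and the 5 genes with the largest change in each direction. Except for the 10 last, members of the lists that the paper does not name were chosen for mention after the values were seen; 1 gene of the stainings is not reported here. These 10 were taken among genes with an adjusted p under 0.05, a mean of at least 50 normalized counts and groups that did not overlap. The 30 lists covered the Fig. 5f Wnt genes and the Fig. 5f epidermis genes, Wnt receptors, Wnt ligands, Wnt inhibitors and Wnt target genes. They also covered hair follicle stem cells, anagen matrix and hair shaft, dermal papilla, proliferation, melanocytes, suprabasal, basal and wound keratinocytes, sebaceous gland, fibroblasts, skeletal muscle, adipocytes, red blood cells and leukocytes. The other lists were immediate early genes, heat shock genes, PPARG target genes, inflammation genes, mitochondrially encoded genes, ribosomal proteins, the nuclear-encoded respiratory chain, keratins, keratin-associated proteins and sex-specific genes. Lists were tested with camera (preset inter-gene correlation of 0.01), with fry and with the correlation estimated per list, each adjusted over the 30 lists. The level of a list in a library is the mean of its genes on the log2 scale.

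The alternatives were other scalings (median-of-ratios, upper-quartile and total counts), mitochondrially encoded genes left out, limma-voom with and without sample weights, other filters, reads drawn down to the smallest total of 6454563, other thresholds and each library left out in turn. The edgeR test on the recovered reads, pseudocounts of 0.5 and 5, limma without the intensity trend, reads drawn down to 3080758 per library without mitochondrial reads, DESeq2 with the deposited factors and a correction for transcript length were added after the data were seen. That correction removed, per library, a loess trend (span 0.3) on the length of the longest or the median transcript, fitted to genes with a mean of at least 50. DESeq2 with an adjusted p under 0.05 and a log2 fold change beyond 1, read from the dashed lines of Fig. 5a, was also added then.

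Depth was 6454563 to 11190113 reads per library on the listed genes, and a gene with 3 reads or fewer was taken to be at the floor. Counting error is small beside the spread between mice: between replicates, chi-square per degree of freedom ranged from 15.8 to 78.9. The steps were tested on simulated data with 200 changed genes. At an adjusted p under 0.05, limma recovered 186 of them with 6 false calls, edgeR 186 with 7, limma-voom 181 with 5 and DESeq2 192 with 31. The changed genes had a median absolute log2 fold change of 1.98 with limma, and none was chosen near the floor. Recovery of smaller changes or of genes with few reads was therefore not measured. An added trend on length gave 523 false calls, and 7 after its removal. The GO, PaGenBase and MSigDB gene sets were not used here, so the enrichment analyses were not repeated. The qPCR, the stainings and the hair measurements were not analysed here.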

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

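All tests of an explanation in this part were chosen only after the result was seen. The gene lists and the thresholds were set before the data were examined. Of 200 groups of 4 values tested for a sample far from the others, 7 had 1, where chance gives 10. These 7 are therefore no more than chance gives, and no explanation was tested for them.

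In VC.4 the melanocyte genes had a mean log2 level of 6.44, against 7.76 to 7.80 in the other VC libraries. In VC.3 the red blood cell genes stood at 6.26, against 5.90 to 5.95. The ribosomal protein genes stood at 11.83 in VC.1 (11.16 to 11.20 in the other VC libraries) and at 11.18 in AP.4 (10.81 to 10.87 in the other AP libraries). Among single genes, Krt77 was at 8.56 in VC.4 against 9.68 to 9.84, Notum was at 4.86 in VC.4 against 6.46 to 6.51, and Ccnd1 was at 10.59 in VC.1 against 10.32 to 10.36.

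The paper does not discuss 4 groups of genes that differed between AP and VC, and these were picked out for that reason. Mitochondrially encoded genes were lower in all 4 AP libraries, with a median log2 fold change of -3.38 over 12 genes (camera adjusted p = 3.23e-14, fry adjusted p = 0.00116), and 10 were lower at an adjusted p under 0.05. Fewer cells rich in mitochondria would lower the nuclear-encoded respiratory chain as much, but its median was -0.50, and the mitochondrial level minus that of the nuclear-encoded chain differed by -2.74 (exact permutation test, p = 0.0286). The median was -3.03 with the level of the muscle genes in the model, -3.38 with reads drawn down to the smallest total, -2.50 with total counts only and -3.13 with the length trend removed. Reads shared with nuclear copies also do not account for it, since the median was -3.38 over mt-Nd1, mt-Nd6 and mt-Cytb, which share no 50-base word with another gene. A difference in tissue handling or library preparation between the groups remains open. It cannot be told apart from the treatment, because every VC library had a mitochondrial share of at least 42.1% and every AP library a lower one, and no batch was analysed here. An effect of AP on mitochondrial transcripts is likewise untested.

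The 85 genes of the nuclear-encoded respiratory chain had a median of -0.50 (camera adjusted p = 5.32e-18, fry adjusted p = 0.0314). It was 0.37 with total counts only, where the median of all genes was 0.90. That scaling moved the genes up together, so its value does not decide whether scaling accounts for the direction. Over the alternatives other than total counts the median lay between -0.58 and -0.33. With the length trend removed the median was -0.33, which argues against transcript length as the whole cause, although these transcripts are short. The biological explanation, a treatment effect, was not tested separately.

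Immediate early genes were higher in AP, with a median of 1.34 over 18 genes (camera adjusted p = 2.37e-13, fry adjusted p = 0.00234), and 15 were higher at an adjusted p under 0.05. The median was 1.39 with the length trend removed, 1.28 with upper-quartile factors and 2.20 with total counts only. Transcript length and these scalings therefore do not account for it. The median was 1.37 with the suprabasal level in the model. That level was higher in every AP library than in every VC library, so this fit cannot separate epidermis content from the treatment. Tissue handling cannot be told apart from the treatment: heat shock genes had a median of 0.06 with 5 above 0 and 4 below, and from -0.56 (without AP.2) to 0.27 (without AP.3) with a library left out, which decides nothing.

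Dermal papilla genes were lower in AP, with a median of -0.95 over 14 genes (camera adjusted p = 1.42e-05, fry adjusted p = 0.0201), and 5 were lower at an adjusted p under 0.05. Lef1 is among the 14, and 1 gene of the list is also a Wnt inhibitor. The largest decrease in the list was that of Sox2 (-1.78, SE 0.36, adjusted p = 0.0174, or 0.0751 with total counts only). With total counts only the median of the list was -0.10, where the median of all genes was 0.90. That scaling moved the genes up together, so its value does not decide whether scaling accounts for the decrease. The median of the list was -1.01 with upper-quartile factors (camera adjusted p = 2.58e-05). It was -0.95 with median-of-ratios factors and -0.90 with mitochondrially encoded genes left out. As large a median came from 2 of the 35 splits, the real one included. The median was -1.14 with the length trend removed, so length does not account for it. It was -1.28 with the muscle level in the model, which argues against dilution by skeletal muscle. With the basal keratinocyte level in the model the median was -1.25, and with the suprabasal level -1.39. Both levels were higher in every AP library than in every VC library, so these fits cannot separate dilution by keratinocytes from the treatment. Dilution by fibroblasts or other cells cannot be told apart from lower expression: the fibroblast level minus the dermal papilla level was 1.22 higher in AP (exact permutation test, p = 0.0857), too close to the spread to decide.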

How the results depend on the processing

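All comparisons of explanations below were chosen only after the results were seen, and the cause of a changed value was not tested unless stated. Of 66 named genes, 57 kept their direction in every alternative run, and of 35 with an adjusted p under 0.05, 16 kept it under 0.05 in every alternative. No paired analysis was possible because the mice of the 2 groups share no numbers.

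The 1319 higher and 850 lower genes by the methods' criteria became 6915 and 35 with total counts only. Stricter thresholds gave fewer by construction: 695 and 253 with an adjusted p under 0.05 and a log2 fold change beyond 1, 104 and 36 with an adjusted p under 0.01, 877 and 344 with an unadjusted p under 0.01 and a log2 fold change beyond 1, and 643 and 228 with glmTreat. DESeq2 with an adjusted p under 0.05 and a log2 fold change beyond 1, added after seeing the data, gave 543 lower genes. Leaving out each library gave 823 (without AP.3) to 1397 (without VC.2) higher genes and 506 (without AP.3) to 1000 (without AP.1) lower genes.

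At an adjusted p under 0.05, 1011 genes were higher and 639 lower. DESeq2 gave 1667 and 1394, or 1664 and 1396 with the deposited factors, and total counts only 8657 and 70. Without the intensity trend there were 376 and 216, and 580 higher genes with the length trend removed. Leaving out each library gave 211 (without AP.3) to 1061 (without AP.1) higher genes and 96 (without AP.3) to 812 (without AP.1) lower genes. There were 584 and 255 without VC.1, 385 and 155 without AP.2, and 257 and 147 without AP.4. With 1 library fewer, part of this loss follows from the smaller group.

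With the correlation estimated per list, none of the 15 lists found by camera kept an adjusted p under 0.05, and 5 of the 30 lists had an unadjusted p under 0.05. The medians and adjusted p-values were Fig. 5f Wnt genes 1.00 (0.235), Fig. 5f epidermis genes 2.96 (0.235), Wnt receptors 0.85 (0.352), dermal papilla -0.95 (0.235), melanocytes -0.83 (0.390), suprabasal epidermis 2.83 (0.352), basal keratinocytes 1.07 (0.446), wound keratinocytes 1.96 (0.390), skeletal muscle -1.69 (0.450), leukocytes -0.51 (0.636), immediate early genes 1.34 (0.235), mitochondrially encoded genes -3.38 (0.235), ribosomal proteins -0.51 (0.468), respiratory chain -0.50 (0.352) and keratins 1.59 (0.352). With fry, 6 of these were lost: melanocytes (0.0775), basal (0.0775) and wound keratinocytes (0.0504), skeletal muscle (0.205), leukocytes (0.388) and ribosomal proteins (0.116).

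With total counts only, the median changed sign for Wnt target genes (0.54), melanocytes (0.037), leukocytes (0.36), ribosomal proteins (0.36) and the respiratory chain (0.37), it was -0.10 for dermal papilla and -0.82 for skeletal muscle (the median of all genes was then 0.90), and the keratins, at 2.38, had an adjusted p of 0.0511. The sign also changed for Wnt ligands with at least 10 counts in every library (-0.017), for the sebaceous gland with edgeR (-0.10) and upper-quartile factors (-0.05) and for adipocytes with edgeR (-0.03). With the length trend removed, leukocytes were at -0.52 (adjusted p = 0.0742). Leaving out each library, medians ranged from 0.11 (without VC.4) to 0.70 (without AP.1, adjusted p = 0.0241) for the anagen matrix and hair shaft, from -0.053 (without AP.4) to 0.151 (without VC.1) for proliferation, which was -0.028 without VC.4, from -0.12 (without AP.2) to 0.32 (without VC.2) for the sebaceous gland, from -0.28 (without AP.2) to 0.54 (without VC.1) for adipocytes, from -0.69 (without AP.1) to -0.22 (without VC.4) for leukocytes, from -0.56 (without AP.2) to 0.27 (without AP.3) for heat shock genes and from -0.19 (without VC.3) to 0.33 (without AP.4) for PPARG target genes. They also ranged from 0.021 (without VC.4) to 0.237 (without VC.3) for hair follicle stem cells, which were at 0.108 without AP.1 and 0.119 without AP.3, and from -0.388 (without AP.3) to -0.142 (without VC.4) for Wnt target genes, which were at -0.155 without AP.2. The range was 0.034 (without VC.1) to 0.880 (without VC.3) for Wnt ligands and 0.146 (without VC.2) to 0.751 (without VC.4) for fibroblasts. Red blood cells were at 0.288 without VC.1 and 0.528 without AP.2, inflammation genes at 1.405 without VC.4, ribosomal proteins at -0.301 without VC.1, and keratin-associated proteins at 1.303 without AP.1 and 1.306 without AP.4.

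Among named genes, total counts only reversed Lef1 (0.21), Gapdh (0.45), Gli1 (0.27), Nkd1 (0.11), Ccnd1 (0.44), Tcf7 (0.70), Notum (0.49) and Sp5 (0.54). Cdh3 was at -0.11 with the median-transcript length trend removed and ranged from -0.15 (without VC.4) to 0.49 (without VC.3). Of the other gene results, 119 were weaker and 102 stronger. Depth limits Fgf20, for which only a bound (at least 3.96-fold higher) is given, and Fzd9, which had at most 6 reads per VC library.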

Differences from the paper's values

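The paper gives 550 down-regulated genes, and 850 were found lower in AP by the criteria of its methods. Of the alternatives set before the data were examined, those within 1.5 times the paper's count were mitochondrially encoded genes left out (655), at least 10 counts in every library (802), filterByExpr (818) and the fits without VC.1 (603), VC.2 (780), VC.3 (797), VC.4 (792), AP.2 (579), AP.3 (506) and AP.4 (620). Those that did not close the gap were DESeq2 on the recovered reads (1253), median-of-ratios (845), upper-quartile (1061) and total counts (35) scaling, voom (968), voom with sample weights (1064), no filter (853), at least 3 counts in every library (843), reads drawn down to the smallest total (836) and the fit without AP.1 (1000). An adjusted p under 0.05 with a log2 fold change beyond 1 (253), read from the dashed lines of Fig. 5a, an adjusted p under 0.01 (36), any fold change (965), which is how the legend of Fig. 5a states the fold change, a log2 fold change beyond 1 (344) and glmTreat (228) did not close it either. In the authors' own deposited comparison, an adjusted p under 0.05 and a log2 fold change beyond 1 give 1017 higher and 550 lower genes, which are the paper's counts. DESeq2 on the recovered reads at these thresholds, a setting chosen after seeing the values, gave 1012 and 543. The same deposited comparison at the criteria of the methods gives 1596 higher and 1254 lower genes.

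The paper states that Lef1 was induced by AP. In the sequenced libraries its log2 fold change was -0.65 (SE 0.34, adjusted p = 0.217), and in the authors' deposited comparison it was -0.61 (adjusted p = 0.253). Its sign was positive only with total counts (0.21), and no setting gave an adjusted p under 0.05.

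The paper names Hmga2 and Fgf20 as up-regulated, and in the authors' deposited comparison their adjusted p-values were 0.0130 and 0.0393. Hmga2 had an adjusted p of 0.0877, and it was under 0.05 with DESeq2 (0.0132, or 0.0133 with the deposited factors, a setting chosen after seeing the values), with total counts (0.00794) and without AP.1 (0.0288). Fgf20 had no read in any VC library and an adjusted p of 0.0557. It was under 0.05 with DESeq2 (0.0401), total counts (0.00587), mitochondrially encoded genes left out (0.0492), voom (0.0483), voom with sample weights (0.0381), no filter (0.0174) and reads drawn down to the smallest total (0.0452). So it was with 2 settings chosen after seeing the values, DESeq2 with the deposited factors (0.0401) and limma without the intensity trend (0.00230).

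Of the 12 Wnt genes the paper lists as up-regulated, all rose, and 9 did not reach an adjusted p under 0.05. In the authors' deposited comparison, Fzd10 (0.0769), Fzd5 (0.0821) and Fzd9 (0.358) had an adjusted p above 0.05, and the rest of the 12 were under it. DESeq2 on the recovered reads, total counts and DESeq2 with the deposited factors (chosen after seeing the values) called Apcdd1, Fzd6, Sfrp1, Ror1, Lrp6 and Reck. Leaving out mitochondrially encoded genes called Apcdd1 (0.0439), Fzd6 (0.0430) and Sfrp1 (0.0494). Filters of at least 3 and at least 10 counts in every library called Apcdd1 (0.0465 and 0.0454) and Fzd6 (0.0476 and 0.0464). Fzd6 was also called without AP.1 (0.0384), Sfrp1 without VC.3 (0.0387) and Fzd10 without VC.2 (0.0481). Fzd10, Fzd5 and Fzd9 were called with total counts (0.00547, 0.00839 and 0.0370). Among settings chosen after seeing the values, a pseudocount of 5 and reads drawn down without mitochondrial reads called Apcdd1 and Fzd6, and edgeR with TMM (0.0484), planned for read counts and added here on the recovered reads, and the median-transcript length correction (0.0498) called Fzd6.

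Fig. 5a labels mt-Co1 and mt-Cytb among the decreased genes. Their log2 fold changes were -3.37 (adjusted p = 0.180) and -3.38 (adjusted p = 0.0578). In the authors' deposited comparison each had an adjusted p of 3.16e-25. The groups did not overlap for mt-Co1, which took 17.7% to 22.0% of the reads in the VC libraries and 2.21% to 4.61% in the AP libraries. For limma without the intensity trend the fold changes were the same, and the adjusted p-values were 0.00434 for mt-Co1 and 0.00422 for mt-Cytb. Both had an adjusted p under 0.05 with DESeq2, total counts, voom and voom with sample weights, and with 3 settings chosen after seeing the values (edgeR with TMM, DESeq2 with the deposited factors and limma without the intensity trend). For mt-Cytb this also held with at least 3 (0.0423) or 10 (0.0303) counts in every library, filterByExpr (0.0243) and without VC.1 (0.0319). The heatmap of Fig. 5f does not show Apcdd1 and Sfrp1, which the text lists with it.

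The forward primer printed for Fzd1 has 0 exact matches in the Fzd1 transcript and matches with 1 G removed.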

Other observations

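The tests of an explanation in this part were chosen only after the result was seen. The gene lists were set before the data were examined. Of the 35 splits of the 8 libraries, 1, the real one, gave as many genes by the methods' criteria, and 1 gave as many with an adjusted p under 0.05. As many lists past an adjusted p of 0.05 by camera came from 10 of the 35 splits. The 9 besides the real one are among the 16 splits that keep 3 libraries of each group together, and the 18 splits that mix the groups evenly gave at most 14 lists, so the 10 do not show that differences unrelated to treatment give as many. By fry it was 1 of 35.

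The log2 fold changes rose with transcript length, with a Spearman's rho of 0.24 across all 15962 tested genes with a length and 0.40 across 11255 of them. Their median went from -0.42 in the shortest 10% of the genes to 0.47 in the longest 10%. The rho was 0.40 with reads drawn down to the smallest total without mitochondrial reads, which argues against depth, and -0.06 for GC content. With the suprabasal level in the model the rho was 0.31. That level was higher in every AP library than in every VC library, so this fit does not decide on epidermis content. As large a rho came from 3 of the 35 splits, the real one and 2 that keep 3 libraries of each group together, and the 18 splits that mix the groups evenly gave at most 0.354. Whether the trend comes from the treatment or from another difference between the groups stays open. Within libraries, against the mean of all 8, the rho was -0.31, -0.28, -0.06 and -0.29 in VC.1 to VC.4 and 0.16, 0.39, 0.41 and 0.18 in AP.1 to AP.4. RNA integrity was not analysed here.

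More genes were higher than lower at an adjusted p under 0.05 (61.3% higher). The share was 52.2% with the length trend removed and 49.9% with upper-quartile factors. It was 70.2% with mitochondrially encoded genes left out and 99.2% with total counts only. The share thus moved in both directions, and whether the length trend or the choice of scaling accounts for the excess of higher genes stays open. The number of such genes was 1623 with reads drawn down without mitochondrial reads and 1701 with mitochondrially encoded genes left out, against 1650, so neither depth nor a few abundant genes accounts for the number.

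The higher suprabasal genes (median 2.83) were not explained by transcript length (2.90 with the trend removed) or by scaling (2.77 with upper-quartile factors). More interfollicular epidermis left in the AP samples cannot be told apart from a treatment effect, since basal keratinocyte genes also rose, by a median of 1.07, and how much epidermis remained after its removal was not analysed here. The suprabasal level minus the basal level was 1.63 higher in AP (exact permutation test, p = 0.0286). In the VC libraries the basal genes already stood at 9.32 to 10.76, and the suprabasal genes at 5.81 to 6.88. Added epidermis need not raise both lists equally from such unlike levels, so this difference does not decide the question. Of the 22 genes, 4 are also in the keratin list and 2 in Fig. 5f.

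The higher Wnt receptors (median 0.85) were at 0.80 with upper-quartile factors, which argues against scaling. They were at 0.53 with the length trend removed (fry adjusted p = 0.113) and at 0.31 with the basal keratinocyte level in the model. With the length trend removed, 1 of the 35 splits, the real one, gave as large a median (exact permutation test, p = 0.0286). Neither transcript length nor more keratinocytes in the AP samples can be told apart from a treatment effect, because length and keratinocyte level both differ with the groups.

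Lists that were not set beside a claim above were as follows. Some bear on the paper's Discussion, which cites reports that AP lowers the cytokines of the inflammation list and is an agonist of PPARG. Melanocyte genes had a median of -0.83 (camera adjusted p = 8.32e-04, fry adjusted p = 0.0775), and Mlana fell by 2.03 on the log2 scale (adjusted p = 0.00237). Skeletal muscle genes had a median of -1.69 (camera 2.24e-06, fry 0.205), leukocyte genes -0.51 (camera 0.0222, fry 0.388) and ribosomal protein genes -0.51 (camera 1.21e-11, fry 0.116). With total counts only, the melanocyte, leukocyte and ribosomal medians changed sign, and relative to the median of all genes they were -0.86, -0.54 and -0.54. Medians with an adjusted p above 0.05 by camera were 0.37 for fibroblasts (0.572), 0.08 for adipocytes (0.831), 0.94 for red blood cells (0.572), 0.06 for heat shock genes (0.590), 0.19 for PPARG target genes (0.603), 0.93 for the inflammation genes Tnf, Il6 and Il1b (0.201), 0.72 for 3 keratin-associated proteins (0.603) and 0.44 for 4 sex-specific genes (0.590). Without 1 library, fibroblasts were at 0.15 (VC.2), adipocytes at -0.28 (AP.2), red blood cells at 0.29 (VC.1), heat shock genes at -0.56 (AP.2), PPARG target genes at -0.19 (VC.3), inflammation genes at 1.41 (VC.4), keratin-associated proteins at 1.31 (AP.4), leukocytes at -0.22 (VC.4) and ribosomal proteins at -0.30 (VC.1).

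Other genes named in the paper for stainings or in Fig. 5 were Acta2 (1.20, adjusted p = 0.0258), Lrig1 (1.13, adjusted p = 0.00896), Igf1r (1.19, adjusted p = 0.0386), Krt15 (0.25), Cdh3 (0.27) and Gli1 (-0.60, adjusted p = 0.164). Lrig1 kept an adjusted p under 0.05 in every alternative. Acta2 lost it in 4 of the 8 fits that left out a library and Igf1r in 5, and with the length trend removed Igf1r was at 0.66 (adjusted p = 0.135). Cdh3 changed sign in 2 of 28 alternatives, and Gli1 with total counts only. Leaving out each library, Krt15 ranged from 0.05 (without VC.4) to 0.65 (without AP.2) and Gli1 from -0.83 (without VC.4) to -0.38 (without VC.3). Cdh3 and Krt15 had an adjusted p under 0.05 only with total counts (0.0396 and 0.0271).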
